# Characteristics of quiescent adult neural stem cells induced by the bFGF/BMP4 combination or BMP4 alone *in vitro*

**DOI:** 10.3389/fncel.2024.1391556

**Published:** 2024-05-22

**Authors:** Sutong Xu, Xi Zhang, Zhuoqun Li, Chenming Liu, Qiulu Liu, Huazhen Chai, Hongkai Yao, Yuping Luo, Siguang Li, Chun Li

**Keywords:** BMP4, bFGF/BMP4, quiescent neural stem cells, transcriptome, differentiation

## Abstract

Bone morphogenetic protein-4 (BMP4) is involved in regulation of neural stem cells (NSCs) proliferation, differentiation, migration and survival. It was previously thought that the treatment of NSCs with BMP4 alone induces astrocytes, whereas the treatment of NSCs with the bFGF/BMP4 combination induces quiescent neural stem cells (qNSCs). In this study, we performed bulk RNA sequencing (RNA-Seq) to compare the transcriptome profiles of BMP4-treated NSCs and bFGF/BMP4-treated NSCs, and found that both NSCs treated by these two methods were Sox2 positive qNSCs which were able to generate neurospheres. However, NSCs treated by those two methods exhibited different characteristics in state and the potential for neuronal differentiation based on transcriptome analysis and experimental results. We found that BMP4-treated NSCs tended to be in a deeper quiescent state than bFGF/BMP4-treated NSCs as the percentage of ki67-positive cells were lower in BMP4-treated NSCs. And after exposure to differentiated environment, bFGF/BMP4-treated NSCs generated more DCX-positive immature neurons and MAP2-positive neurons than BMP4-treated NSCs. Our study characterized qNSCs treated with BMP4 alone and bFGF/BMP4 combination, providing a reference for the scientific use of BMP4 and bFGF/BMP4-induced qNSCs models.

## 1 Introduction

The subventricular zone (SVZ) and subgranular zone (SGZ) are two major neurogenic niches in the adult mammalian brain where NSCs exist. Most of NSCs are in quiescent state, characterized by cell cycle arrest, and can be activated when brain injury occurs (Llorens-Bobadilla et al., 2015; Urbán et al., 2019). However, the migration of NSCs to the injured region and their differentiation into neurons in harsh microenvironment are inefficient (Wang et al., 2022; He et al., 2023). Understanding the characteristic of quiescent neural stem cells (qNSCs), effectively regulating the activation and differentiation of endogenous qNSCs is expected to improve the efficiency of NSCs in repairing cerebral neuronal injury.

BMP signaling is considered a regulator of qNSCs in both SVZ and SGZ (Mira et al., 2010; Armenteros et al., 2018; Marqués-Torrejón et al., 2021). Marqués-Torrejón et al. (2021) suggested that BMP4 signaling induces a dormant, noncycling qNSCs, but more evidence is needed to support this finding. Many studies have induced NSCs to enter a quiescent state by culturing NSCs in media supplemented with BMP4 and bFGF (FGF2, fibroblast growth factor *β*), which is regarded as a model for studying qNSC activation *in vitro* (Martynoga et al., 2013; Beckervordersandforth et al., 2017; Marqués-Torrejón et al., 2021). It was previously thought that the cells produced by BMP4-treated NSCs were astrocytes based on the fact that NSCs treated with BMP4 alone express GFAP. However, GFAP is expressed not only in astrocyte, but also in qNSCs (Jackson et al., 2006; Beckervordersandforth et al., 2014). Therefore, the characteristics of NSCs treated with BMP4 alone need further investigation. Comparing the transcriptome of BMP4- and bFGF/BMP4-treated NSCs with those of qNSCs and astrocytes *in vivo* can definitively determine whether BMP4-treated NSCs are qNSCs or astrocytes. And the different characteristics between bFGF/BMP4- and BMP4-treated NSCs need to be further studied, which help studying the mechanism of activation of qNSCs in different state.

In this study, we compared the transcriptome differences between NSCs treated with the bFGF/BMP4 combination and those treated with BMP4 alone, and identified the cell type of BMP4- and bFGF/BMP4-treated NSCs based on cell type-specific markers and cell type-specific gene expression matrix. After immunofluorescence validation, we determined that both NSCs treated with BMP4 alone and with bFGF/BMP4 are induced into qNSCs, but at different quiescent levels, with the former in a deep quiescent state and the latter in a shallow quiescent state. BMP4-treated NSCs in a deeper quiescent state are harder to be activated than bFGF/BMP4-treated NSCs, which are in a shallow quiescent state. NSCs treated with bFGF/BMP4 have better abilities to proliferate and differentiate into neurons. Our findings help researchers better understand the characteristics of qNSCs in different states induced by BMP4 and bFGF/BMP4, which will aid the study of the activation mechanism of qNSCs.

## 2 Materials and methods

### 2.1 Animals and cell culture

Wild-type adult mice (aged 8–9 weeks) were purchased from Shanghai SLAC Laboratory Animal Company and maintained at constant temperature and humidity with a 12-h light/dark cycle at Tongji University.

NSCs were isolated from the SVZs of adult C57BL/6 mice (2 female mice and 2 male mice were used for one cell isolation experiment) aged 8–9 weeks after euthanasia, which refer to the protocols described elsewhere (Walker and Kempermann, 2014; Leeman et al., 2018). Briefly, SVZs were microdissected and digested for 7 min at 37°C in EBSS (Gibco, 24,010,043) with 20 U/mL lyophilized papain (Worthing, LK003178), and then layered and spun over a 22% Percoll gradient (Cytiva, 17,089,102). And then the cells were maintained *in vitro* in proliferation medium, which was Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 medium (DMEM/F12, Gibco, 11,330,032) supplemented with 1% penicillin streptomycin glutamine (P/S, Thermo, 10,378,016), 2% B27 minus vitamin A (Gibco, 12,587–010), and the growth factors EGF and bFGF (R&D Systems, 20 ng/mL each). NSCs obtained after at least three passages were plated on poly-L-ornithine (Sigma, P3655) and laminin (Sigma, L2020) at the density of 25,000 cells/cm^2^ and cultured in quiescence media [DMEM/F12, 2% B27, 1% P/S, 20 ng/mL bFGF (R&D Systems, 3,139-FB-025), and 20 ng/mL BMP4 (R&D Systems, 5,020-BP-010)] and BMP4-induced media [DMEM/F12, 2% B27, 1% P/S, and 20 ng/mL BMP4 (R&D systems)] for 6 days. For the activation of bFGF/BMP4-treated NSCs or BMP4-treated NSCs, the medium was changed to proliferation medium for another 6 days, and the cells were dissociated by Accutase (Gibco, A1110501) and then cultured in suspension.

For differentiation, the proliferation medium or BMP4-induced medium was changed to spontaneous differentiation medium (DMEM/F12, 2% B27, and 1% P/S) or neuron maintenance medium (Neurobasal™-A, 2 mM GlutaMAXTM-I, 2% B27, and 1% P/S).

The protocol of differentiation of ependymal cells from isolated NSCs was based on published methods (Paez-Gonzalez et al., 2011; Abdi et al., 2018; Omiya et al., 2021). Briefly, NSCs were cultured in Dulbecco’s modified Eagle’s medium containing high glucose (DMEM-High Glucose, KEL, KC302-01), and supplemented with 10% FBS (BI, 04-001-1ACS) and 1% P/S. After 5 days, the medium was switch to 2% FBS and continued to cultivate for 2 days.

### 2.2 GEO datasets

In this study, the normalized counts from GSE67833 were obtained from the NCBI GEO official website.^1^ The GSE67833 is a single-cell RNA sequencing data set. The normalized counts of 104 NSCs and 22 astrocytes of wild-type mice in GSE67833 were used in monocle and CIBERSORT analysis.

### 2.3 Bulk RNA-seq processing and DEG analysis

Total RNA was extracted from samples (1 × 10^6^ cells for one sample) using Trizol, and then the RNA qualification and qualification was determined by RNA Nano 6,000 Assay Kit of the Bioanalyzer 2,100 system (Agilent Technologies, CA, United States). RNA was prepared into cDNA and fragmented into 370 ~ 420 bp in length. The library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, United States). Final libraries were prepared using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions, and them the library preparations were sequenced on an Illumina NovaSeq 6,000 platform (illumine, United States).

The quality of the raw reads in fastq format were investigated using fastp (version 0.19.7). Paired-end clean reads were aligned to the mm39 genome using HISAT2 v2.0.5. Differential expression analysis of the two groups was performed using the DESeq2 R package (version 1.32.0). The resulting *p* values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted p value≤0.05 and logFC≥1 (FC ≥ 2) identified by DESeq2 were considered differentially expressed. Gene Ontology (GO) analysis was performed using the clusterProfiler R package (version 4.6.2).

### 2.4 Microarray significant profiles (maSigPro) analysis

We assumed a time line from bFGF/EGF-treated NSCs to bFGF/BMP4-treated NSCs and then to BMP4-treated NSCs to analyze the time-dependent genes using the maSigPro R package (version 1.66.0). Normalized FPKM data were used for single-series time course subjected to maSigPro analysis. The default parameters and quadratic regression model were used to identify temporally significant genes showing significant expression differences from the starting time (FDR ≤ 0.05). The temporally significant genes were then filtered by the second regression model, with the R^2^ parameter set to 0.6 and the vars parameter set to each. The significant genes were then grouped into five groups.

### 2.5 Analysis of potential cell components of bulk RNA-seq using single-sample GSEA (ssGSEA)

ssGSEA uses a rank-based method to identify a score representing the degree of the enrichment of a special gene set in each sample. The levels of different cell type populations were determined by ssGSEA using R package Gene Set Variation Analysis (GSVA, version 1.40.1) with the default parameters. The signature markers from published studies were used to generate gene lists for ssGSEA analysis (Supplementary Table S1) (Friedmann-Morvinski et al., 2016; Kleiderman et al., 2016; Shah et al., 2018; Mizrak et al., 2019).

### 2.6 Analysis of potential cell components of bulk RNA-seq using CIBERSORT

CIBERSORT uses the gene expression profile of different cell types from single-cell RNA sequencing to estimate the cell type composition of bulk RNA-sequencing data (Newman et al., 2015). We used a single-cell RNA sequence dataset to generate expression profiles for different types of cell types. In GSE67833, the 104 GLAST^+^Prom1^+^ cells isolated from the SVZs were regarded as NSCs. Five striatum astrocytes and 17 cortex astrocytes were GLAST^+^CD45^−^O4^−^. We distinguish aNSCs, qNSCs, and oligodendrocytes by a hierarchical clustering analysis that can exclude the 12 oligodendrocytes from NSCs isolated from wild-type mice according to the original paper (Supplementary Figure S1). NSC cluster associated with the expression of *egfr*, and genes associated with cell cycle (e.g., *Mki67* and *Mcm2*) were named aNSCs, and the cluster that lacked or have low expression levels of activation markers was named then qNSCs which had two types (qNSC1 and qNSC2) as description in the original paper (Llorens-Bobadilla et al., 2015). We further performed clustering, pseudotime, and expression difference analyses of the 92 NSCs and 22 astrocytes using the monocle R package (version 2.26.0). Because two astrocytes were included in qNSC2 cluster and one qNSC was included in astrocyte cluster, we excluded the data of these three cells in the follow analysis (Supplementary Figure S1B). The average normalized counts (FPKM) of 3,250 differentially expressed genes (*q* value<0.05, Supplementary Table S2) in every cell type was calculated to generated cell-type special gene expression matrix which was used in CIBERSORT performed in R.

### 2.7 Immunofluorescence

The cells were cultured on coverslips, fixed with 4% paraformaldehyde in PBS for 15 min, and then permeabilized with 0.2% Triton X-100 for 15 min. The cells were blocked in 3% BSA for 1 h at room temperature, incubated with primary antibodies at 4°C overnight and then incubated with secondary antibodies and DAPI (564,907, BD Pharmingen, 1:1000) at room temperature for 1 h. Coverslips were sealed with ProLongTM Diamond (Invitrogen, P36970). Images were captured by a confocal microscope (Leica SP8). The following primary antibodies were used: ARL13B (Proteintech, 17,711-1-AP, 1:400, anti-rabbit), acetyl-α-tubulin (Sigma, T6793, 1:500, anti-mouse), GFAP (Gene Tex, GTX85454, 1:400, anti-chicken), MAP2 (CST, #8707T, 1:200, anti-rabbit), DCX (Abcam, ab18723, 1:400, anti-rabbit), β-catenin (CST, #8480S, 1:200, anti-rabbit) and ki67 (ab15580, Abcam, 1:300, anti-rabbit), Nestin (ab6142, Abcam, 1:100, anti-mouse), Sox2 (Abclonal, A0561, 1:200, anti-rabbit), Donkey anti-Rabbit Alexa Fluor^™^488 (Invitrogen, A-21206, 1:1000), Donkey anti-Mouse Alexa Fluor^™^568 (Invitrogen, A10037, 1:1000), Donkey anti-Rabbit Alexa Fluor^™^555 (Invitrogen, A-31572, 1:1000), Goat anti-Chicken Alexa Fluor™647 (Invitrogen, A-21449, 1:1000), Donkey anti-Mouse Alexa Fluor^™^488 (Invitrogen, A-21202, 1:1000). And TUNEL (Vazyme, A113-03) was used to detected the apoptotic cell.

### 2.8 RT-qPCR

Total RNA was extracted from cells using RNAiso Plus (Takara, 9,109) following the manufacturer’s instructions. Reverse transcription was performed with HiScript III RT SuperMix for qPCR (Vazyme, R323-01). Quantitative real-time PCRs were conducted out using AceQ Universal SYBR qPCR Master Mix (Vazyme, Q511-02) and gene-specific primers (*Foxj1*-F: 5′-CTCCTATGCCACTCTCATCTGC-3′, *Foxj1*-R: 5′-GACAGGTTGTGGCGGATGGAAT-3′; *GAPDH*-F: 5′-CAGGTTGTCTCCTGCGACTT-3′, *GAPDH*-R: 5’-CCCTGTTGCTGTAGCCGTAT-3′). Relative expression levels of mRNA were calculated using the 2^-△△CT^ method normalized by the *GAPDH* level and compared with the control samples.

### 2.9 Statistical analysis

GraphPad Prism 8.0 (Graph Pad Software Inc., La Jolla, CA, United States) was used for the graphical representation and statistical analyses of the data. All the data are presented as the means ± SEMs, and each experiment was replicated at least three times. A two-tailed paired t test or one-way ANOVA with Tukey’s multiple comparison were used for the statistical analysis. The significance of the differences was assessed and indicated as follows: ns *p* > = 0.05, ∗ *p* < 0.05, ∗∗ *p* < 0.01, and ∗∗∗ *p* < 0.005 and ∗∗∗ *p* < 0.001.

## 3 Results

### 3.1 BMP4- and bFGF/BMP4-treated NSCs are qNSCs in different states, rather than astrocytes

In order to clarify the effect of BMP4 on NSCs, we performed bulk RNA-seq to compare the gene expression profiles of NSCs cultured in BMP4-induced medium and bFGF/BMP4-induced medium, and the gene expression profiles of NSCs cultured in bFGF/EGF-induced medium were used as activated NSCs (aNSC) control. Briefly, adult NSCs isolated from the mouse SVZs proliferated for several passages in proliferation medium supplemented with bFGF and EGF, and all the cells expressed Nestin and Sox2, two markers of NSCs, indicating that the bFGF/EGF-treated cells were pure NSCs (Figure 1A). Then we replaced bFGF and EGF in the medium with BMP4 as BMP4-treated NSCs, and replaced EGF with BMP4 as bFGF/BMP4-treated NSCs (Figure 1B). 

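Bulk RNA-seq covered 9 libraries: 3 of bFGF/EGF-treated NSCs collected at day 0, 3 of bFGF/BMP4-treated NSCs and 3 of BMP4-treated NSCs, both collected at day 6. Each growth factor was added at 20 ng/mL. The bFGF/EGF-treated NSCs were the control of both other groups and had not been cultured for the same time, so a difference from them includes the time in culture. The authors cleaned the paired-end reads with fastp, aligned them to mm39 with HISAT2 and deposited FPKM values (fragments scaled by gene length and library size) for 55704 genes, with each library in its own column. The paper's text does not name the annotation release, or the programs that counted fragments and computed FPKM. Of these genes, 30860 were above 0 in at least 1 library. Whole fragment numbers could be found from the FPKM values for 30855 of them, since each FPKM value is a fragment number multiplied by a constant of the gene and a constant of the library. Of the 1994 genes that could be compared with the counts in Supplementary Table S5, 1987 had the same numbers in all 9 libraries. By these numbers, 15901451 to 17019519 fragments lay on genes in the bFGF/EGF libraries (median 16487396), 16018862 to 16617519 in the bFGF/BMP4 libraries (median 16297928) and 16721820 to 17433363 in the BMP4 libraries (median 17038234). The authors had divided each library by a number that was 0.918 to 1.072 times its own fragments, and how that number was chosen is not stated. A gene with at most 3 fragments in every library of a group was treated as not detected there, and a fold difference from such a group is given as a lower bound. This limit covers counting error only.

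Differential expression was tested with limma on log2(FPKM + 0.1) in place of the paper's DESeq2, because the deposited values are FPKM. The fragment numbers found from them were used in an alternative, limma-voom. The 20207 genes with a mean FPKM of at least 0.1 over all libraries entered the fit, in which the 3 groups shared the estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method. The paper's threshold was used, an adjusted p-value of at most 0.05 and a fold change of at least 2. Pearson's correlation of the log2 values was taken across the genes with a mean FPKM of at least 1, which are not independent of each other. It was 0.956 to 0.974 between libraries of the same group and at most 0.884 between libraries of different groups. The labels were checked with target genes of both pathways, listed before the data were examined. All 13 tested targets of BMP/SMAD signaling were above the threshold in the bFGF/BMP4 and in the BMP4 libraries compared with the bFGF/EGF libraries, with median log2 fold changes of 3.59 and 4.00 (4.44 and 4.00 with genes at the detection limit counted at their bound). Of 15 targets of FGF/ERK signaling, 11 were lower in the BMP4 than in the bFGF/BMP4 libraries, with a median log2 fold change of -1.72.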

After 6 days of culture, the treated cells were collected for bulk RNA-seq.

**Figure 1:**
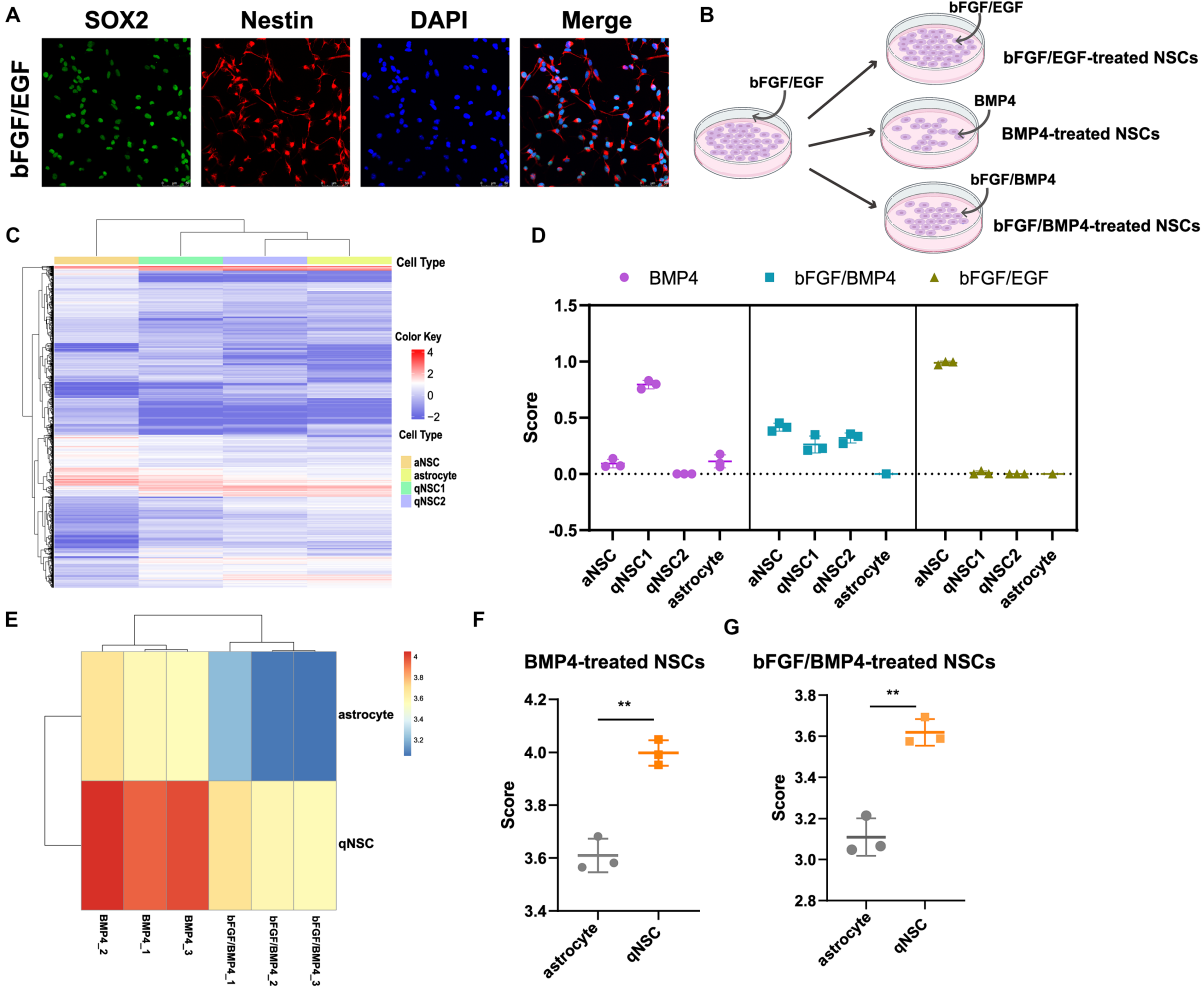
Identifying the cell type of BMP4-treated NSCs, bFGF/BMP4-treated NSCs and bFGF/EGF-treated NSCs by CIBERSORT and ssGSEA. **(A)** Immunofluorescence staining of Sox2 and Nestin in bFGF/EGF-treated NSCs. Scale bar: 50 μm. **(B)** Diagram of cell culture. **(C)** Heatmap of 3,250 DEGs, selected by monocle, among aNSCs, qNSCs and astrocytes in GSE67833. Cells are shown in columns, and genes are shown in rows. **(D)** The scores from the CIBERSORT analysis show the percentages of aNSC, qNSC1, qNSC2 and astrocyte among bFGF/EGF-treated NSCs, bFGF/BMP4-treated NSCs and BMP4-treated NSCs (*n* = 3/group). **(E)** Heatmap of the landscape of two gene sets in bFGF/BMP4-treated NSCs and BMP4-treated NSCs. Astrocyte is a gene set for astrocyte. qNSC is a gene set for qNSCs. **(F,G)** Histogram of the results in **(E)**. The data are presented as the means ± SEMs (two-tailed Student’s t-test), **p < 0.01.

The cell types of NSCs treated with BMP4 is controversial, and identifying the cell types of both BMP4- and bFGF/BMP4-treated NSCs will contribute to better analysis of their characteristics. Next, to identify the cell type of BMP4-, bFGF/BMP4- and bFGF/EGF-treated NSCs, we first used monocle to cluster single-cell RNA sequencing data GSE67833 and selected the significantly differentially expressed genes (DEGs, q value<0.05) in each cell type to construct a cell type-specific expression matrix that can distinguish aNSCs, qNSCs and astrocytes, and used it as a criterion for identifying cell types of BMP4-, bFGF/BMP4- and bFGF/EGF-treated NSCs (Supplementary Table S2; Figure 1C). We used CIBERSOT to calculate a score which reflects the hypothetical relative abundance score of aNSC, qNSC1, qNSC2 and astrocyte in BMP4-, bFGF/BMP4- and bFGF/EGF-treated NSCs, respectively (Figure 1D). The results showed that the abundance of qNSC in BMP4-treated NSCs was much higher than that of aNSC, and almost all bFGF/EGF-treated NSCs were aNSCs (Figure 1D). It is worth noting that the abundance of qNSC (qNSC1/qNSC2) in bFGF/BMP4-treated NSCs is close to that of aNSCs (Figure 1D), indicating that bFGF/BMP4-treated NSCs are in a shallow quiescent state, and qNSCs and aNSCs were in a dynamic equilibrium of mutual conversion.

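The score was recomputed for each library by support vector regression with a linear kernel, written after the description of CIBERSORT, with nu of 0.25, 0.5 and 0.75 and the fit with the lowest error kept. The copy of Supplementary Table S2 available for this held 1998 of its 3250 rows, of which 1972 were matched to the deposited table, so the scores come from that part of the signature. In the bFGF/EGF-treated NSCs, the aNSC score was 0.960 ± 0.009 (SD, n = 3), and the scores of qNSC1 and qNSC2 together were 0.030 ± 0.016 (SD, n = 3). In the BMP4-treated NSCs, qNSC1 and qNSC2 together scored 0.708 ± 0.021 (SD, n = 3), most of it from qNSC1 (0.576 ± 0.043, SD, n = 3), and aNSC scored 0.11 ± 0.028 (SD, n = 3). The lowest score of both qNSC types together among the BMP4 libraries, 0.684, was above the highest aNSC score, 0.137. The scores of a library add up to 1, so they are not independent of each other, and the relation of a score to a share of cells was not measured. The alternative that moved the BMP4 libraries' score of both qNSC types most was non-negative least squares, which gave 0.497. The qNSC score of the BMP4 group exceeded its aNSC score under all 4 alternatives tried.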

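In the bFGF/BMP4-treated NSCs, the aNSC score was 0.456 ± 0.063 (SD, n = 3). The scores of qNSC1 and qNSC2 were 0.030 ± 0.052 and 0.091 ± 0.050 (SD, n = 3), together 0.121 ± 0.012 (SD, n = 3), and the astrocyte score was 0.422 ± 0.065 (SD, n = 3). The BMP4-treated NSCs had an astrocyte score of 0.182 ± 0.047 (SD, n = 3). Across the signature genes, the values of qNSC2 and astrocytes had a correlation of 0.979, those of qNSC1 and astrocytes 0.902 and those of qNSC1 and qNSC2 0.936, while aNSC had correlations of 0.210 to 0.332 with the other types. In a few simulated mixtures made from the same signature with added noise, the largest error of a score was 0.070. None of these mixtures had an astrocyte share near 0.422, so this error does not cover the scores of the bFGF/BMP4 libraries. With 100 random draws of 0.5 of the signature genes, the middle 90% of the scores of both qNSC types together ran from 0.013 to 0.495 in the bFGF/BMP4 libraries, and that of the astrocyte score from 0.066 to 0.614. From the similar abundance of qNSC and aNSC, the paper reasons that bFGF/BMP4-treated NSCs are in a shallow quiescent state (Figure 1D).

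**Figure D1:**
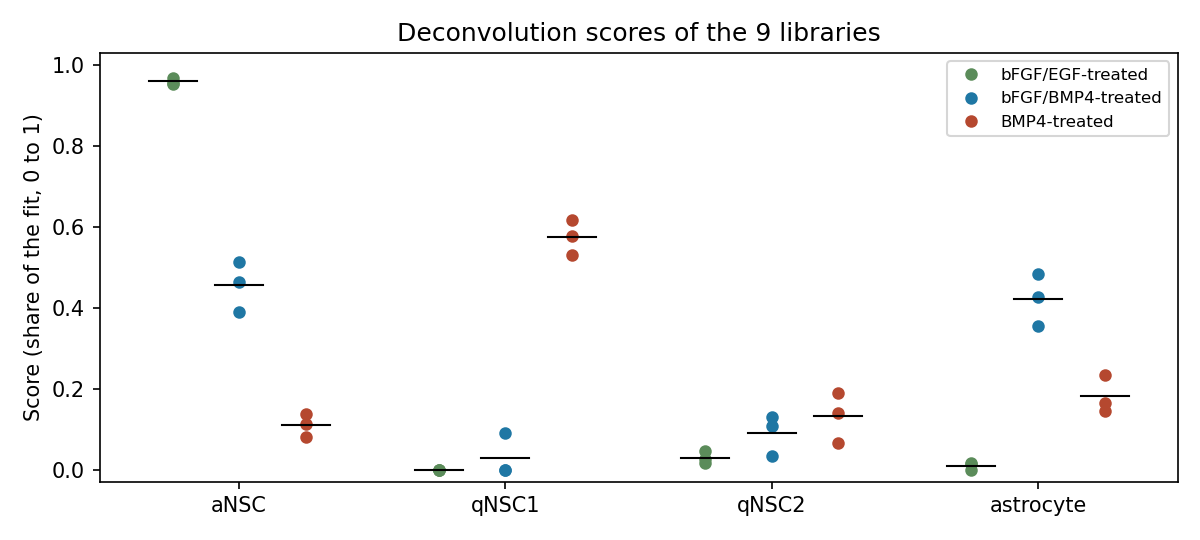
Deconvolution scores (vertical axis, from 0 to 1, without unit) of aNSC, qNSC1, qNSC2 and astrocyte in the 9 libraries; points are libraries and horizontal bars are the means of 3 libraries. The bFGF/BMP4 libraries have aNSC scores of 0.389 to 0.514 and astrocyte scores of 0.355 to 0.485.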

To further identify BMP4- and bFGF/BMP4-treated NSCs as qNSCs and not astrocytes, we used ssGSEA to analyze the enrichment of qNSC and astrocyte marker gene sets in BMP4- and bFGF/BMP4-treated NSCs (Figures 1E–G). These results showed that the BMP4- and bFGF/BMP4-treated NSCs were enriched qNSC markers instead of astrocyte markers, further indicating that these cells are qNSCs rather than astrocytes.

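The enrichment scores were recomputed for each library with the rank-based ssGSEA statistic (weight 0.25), and divided by the range of the scores over the 6 BMP4 and bFGF/BMP4 libraries. The deposited table holds 41 genes of the astrocyte set and 10 of the qNSC set, and 3 genes are in both sets. In the BMP4-treated NSCs, the qNSC score was 13.74 ± 0.03 and the astrocyte score 13.38 ± 0.03 (SD, n = 3). In the bFGF/BMP4-treated NSCs, the qNSC score was 13.28 ± 0.08 and the astrocyte score 12.83 ± 0.11 (SD, n = 3). The qNSC score was higher in each of the 6 libraries, by 0.36 ± 0.01 in the BMP4 group and 0.45 ± 0.04 in the bFGF/BMP4 group (SD, n = 3). An exact sign-flip permutation test within each group gave p = 0.25 (two-sided), the smallest p that 3 libraries allow. The bFGF/EGF-treated NSCs, scored on the same divisor, had a qNSC score of 11.23 ± 0.06 and an astrocyte score of 10.90 ± 0.11, a difference of 0.33 ± 0.06 (SD, n = 3). Both scores were thus higher after BMP4 or bFGF/BMP4 treatment than before it. With the shared genes left out of both sets, the difference was 0.20 in the BMP4 group, 0.31 in the bFGF/BMP4 group and 0.86 in the bFGF/EGF group. Within the sets, 5 of the 10 qNSC genes were higher in the BMP4 than in the bFGF/BMP4 libraries and 2 were lower, and of the 41 astrocyte genes 19 were higher and 4 lower (limma, adjusted p-value of at most 0.05 and fold change of at least 2). Adjusted over the list alone, with no fold threshold, 8 qNSC genes and 29 astrocyte genes differed.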

### 3.2 BMP4-treated NSCs are qNSCs in a deeper quiescent state than bFGF/BMP4-treated NSCs

To further characterize BMP4- and bFGF/BMP4-treated NSCs, we investigated their levels of quiescence. We found that almost BMP4- and bFGF/BMP4-treated NSCs expressed Sox2 by performed immunofluorescence staining (Figure 2A). The proportion of ki67-positive cells in bFGF/BMP4-treated NSCs was higher than BMP4-treated NSCs (Figures 2B,D). 

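The level of Mki67 (chromosome 7 of GRCm39, 135291513 to 135318299) was 34.1 ± 16 FPKM in the bFGF/EGF libraries, 10.3 ± 3.2 in the bFGF/BMP4 libraries and 1.72 ± 0.15 in the BMP4 libraries (SD, n = 3 each). The difference between BMP4 and bFGF/BMP4 was a log2 fold change of -2.47 (standard error 0.32, adjusted p = 4.2e-04 from limma with Benjamini-Hochberg adjustment). For Ccnd1 (chromosome 7, 144483668 to 144493662) the means were 523 ± 48, 9.13 ± 3.5 and 2.91 ± 0.37 FPKM in the same order, and the log2 fold change between BMP4 and bFGF/BMP4 was -1.56 (standard error 0.22, adjusted p = 7.7e-04, limma). Ccne1 and Cdk1 were lower in the BMP4 than in the bFGF/BMP4 libraries by log2 fold changes of -1.83 and -2.28 (adjusted p = 0.0011 and 3.9e-04, limma). Against the bFGF/EGF libraries, the BMP4 libraries had log2 fold changes of -4.13 for Mki67, -7.44 for Ccnd1, -3.95 for Ccne1 and -4.41 for Cdk1, with adjusted p between 1.4e-08 and 3.6e-06 from limma. In each of these comparisons the 3 libraries of one group lay on one side of the 3 of the other, which chance gives for 10% of genes. Ccnb1 was also lower in the BMP4 than in the bFGF/BMP4 libraries (log2 fold change -2.66), and Ccne2 was not separated (-0.90, adjusted p = 0.092, limma). With each library left out in turn, the log2 fold change of Ccne2 ran from -1.29 to -0.63. Ccne2 passed the threshold without replicate 1 of the bFGF/BMP4 group. Ccnd2 had its highest level in the bFGF/BMP4 libraries, 499 ± 79 FPKM, against 150 ± 17 in the bFGF/EGF and 84.9 ± 26 in the BMP4 libraries (SD, n = 3). Ccnd1, Ccne1, Ccne2 and Cdk1 overlap LTO1, 1600014C10Rik, Ints8 and Ank3 on the opposite strand, and whether the counting used the strand is not stated. The highest group mean of Ints8 was 6.17 FPKM, against 1.85 FPKM for Ccne2 in BMP4.

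The 140 tested genes of Supplementary Table S3, whose choice the paper does not describe and which therefore cannot be taken as independent of these libraries, gave 137 genes that differed between the BMP4 and the bFGF/BMP4 libraries at an adjusted p-value of at most 0.05, of which 30 were higher in BMP4 and the others lower, with a median log2 fold change of -1.46. Adjusted over the list alone, all 140 differed. In BMP4 compared with bFGF/EGF, 106 were lower and 22 higher, with a median of -3.05. For BMP4 compared with bFGF/BMP4, the alternative that moved the number of lower genes most left out replicate 2 of the bFGF/BMP4 group and gave 83.

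**Figure D2:**
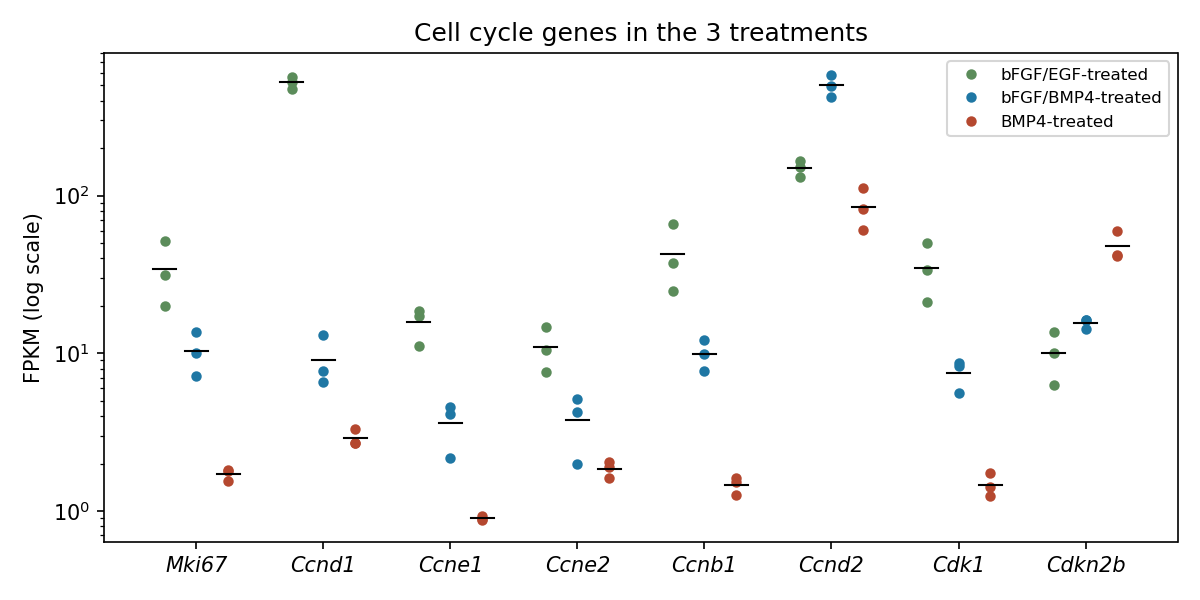
FPKM (log scale) of 8 cell cycle genes in the 9 libraries; points are libraries and horizontal bars are the means of 3 libraries. Mki67, Ccnd1, Ccne1, Ccnb1 and Cdk1 fall from bFGF/EGF to bFGF/BMP4 to BMP4, Ccnd2 is highest at 499 FPKM in bFGF/BMP4, and Cdkn2b is highest at 47.6 FPKM in BMP4.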

We then compared the expression levels of genes associated with the cell cycle or chromatin segregation among NSCs treated BMP4 and bFGF/BMP4 by DESeq2, and found that the expression levels of genes that positively regulate the cell cycle, such as *Mki67*, *ccnd1*, *ccne1*, and *cdk1*, were higher in bFGF/EGF-treated NSCs than in BMP4-treated NSCs (Figure 2C; Supplementary Table S3). In contrast, *cdkn2b*, an encoded cyclin-dependent kinase inhibitor, was upregulated in BMP4-treated NSCs compared with NSCs subjected to bFGF/BMP4 (Figure 2C). In addition, it has been reported that qNSCs can be activated by growth factors such as EGF and VEGF and then enter the cell cycle to proliferate and differentiate (Doetsch et al., 2002; Luo et al., 2015). 

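Cdkn2b (chromosome 4 of GRCm39, 89223204 to 89229276, overlapped on the other strand by the non-coding gene Gm12610) was at 47.6 ± 10 FPKM in the BMP4 libraries, 15.6 ± 1.1 in the bFGF/BMP4 libraries and 9.98 ± 3.7 in the bFGF/EGF libraries (SD, n = 3). Its log2 fold change was 1.59 in BMP4 compared with bFGF/BMP4 (standard error 0.25, adjusted p = 0.0013 from limma with Benjamini-Hochberg adjustment), and 2.29 in BMP4 compared with bFGF/EGF (standard error 0.25, adjusted p = 3.4e-05, limma). With each library left out in turn, the first of these stayed between 1.42 and 1.68.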

To compare the proliferation capacity of BMP4- and bFGF/BMP4-treated NSCs, we activated them by EGF and then cultured these cells in suspension and in proliferation medium (bFGF/EGF). We found that bFGF/BMP4-treated NSCs produced larger neurospheres (Figures 3A,B,D) and that the proportion of ki67-positive cells in bFGF/BMP4-treated NSCs was higher than that in BMP4-treated NSCs after being activated (Figures 3C,E), indicating that BMP4-treated NSCs are in a deep quiescent state while bFGF/BMP4-treated NSCs are in a shallow quiescent state that is more easily activated.

**Figure 2:**
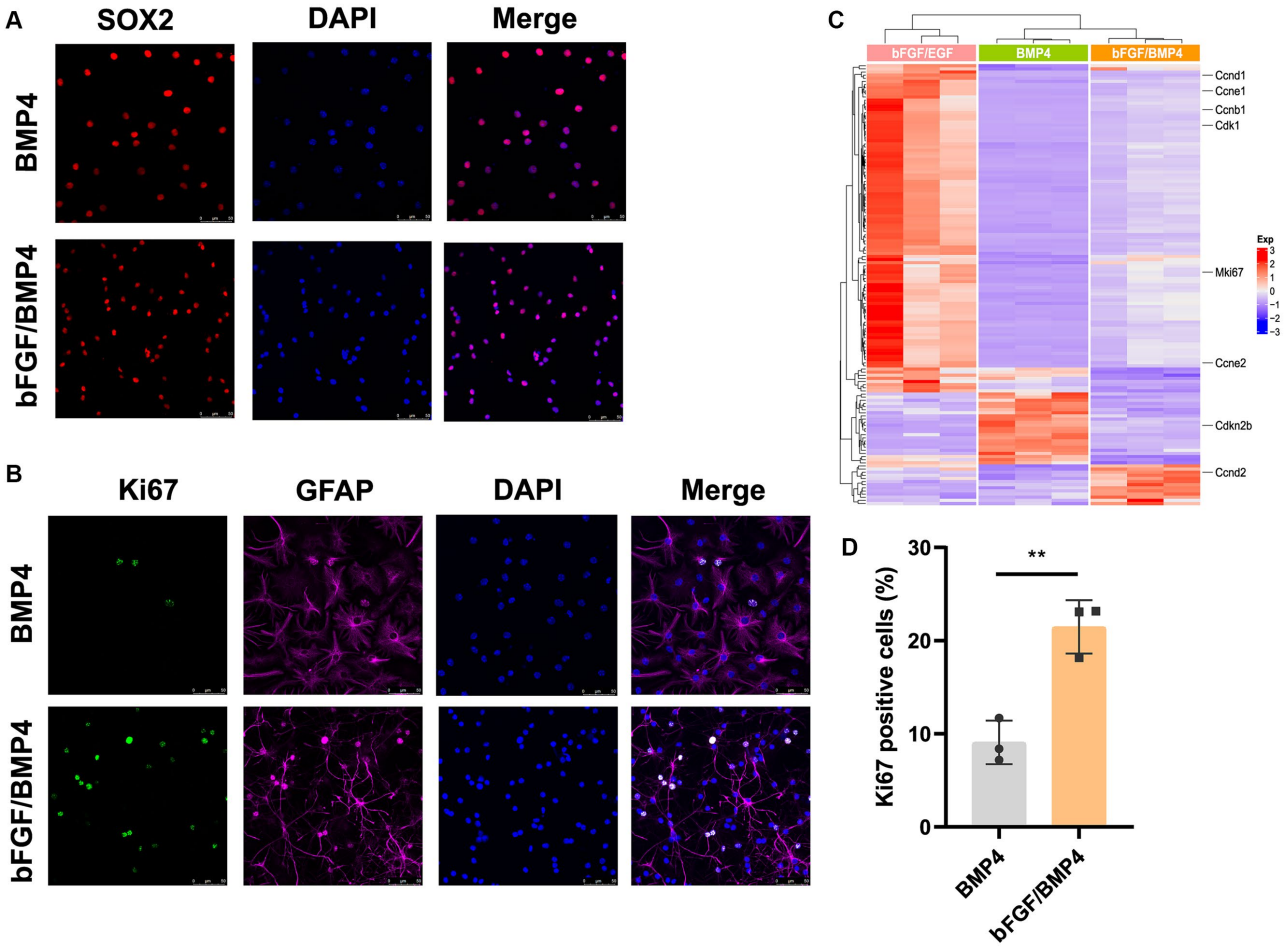
Detection of characteristics of qNSCs in BMP4- and bFGF/BMP4-treated NSCs. **(A)** Immunofluorescence staining of Sox2 in BMP4- and bFGF/BMP4-treated NSCs. Scale bar: 50 μm. **(B)** Immunofluorescence staining of ki67 in BMP4- and bFGF/BMP4-treated NSCs. Scale bar: 50 μm. **(C)** Heatmap of the expression levels of genes related to the cell cycle or chromosome segregation in bFGF/EGF-, bFGF/BMP4- and BMP4-treated NSCs. **(D)** Quantification of ki67-positive cells in **(B)** (*n* = 3/group). The data are presented means ± SEMs (two-tailed Student’s t-test), **p < 0.01.

**Figure 3:**
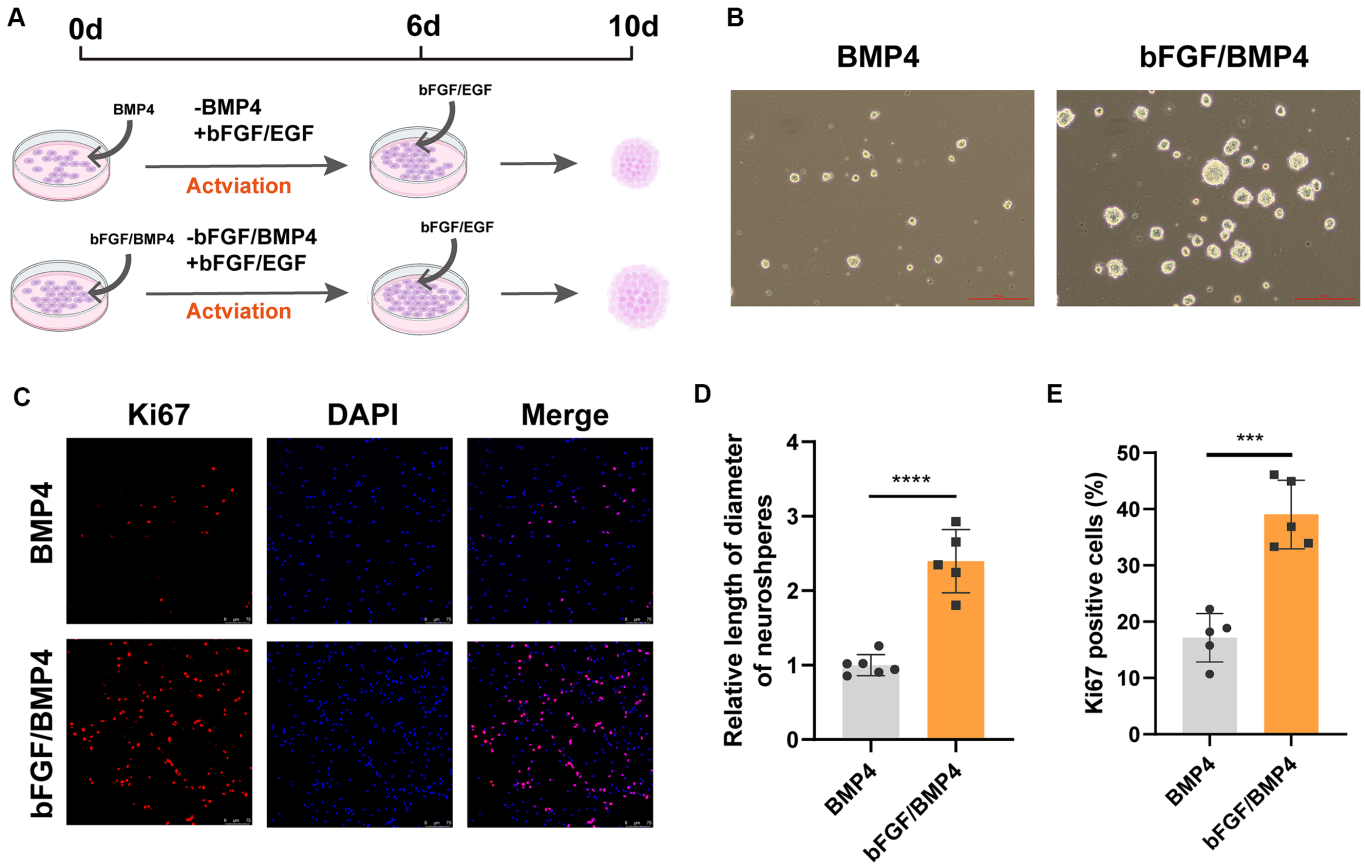
BMP4- and bFGF/BMP4-treated NSCs can be activated and re-enter into cell cycle. **(A)** Diagram of the activation of BMP4-treated NSCs and bFGF/BMP4-treated NSCs. To activated cells, the BMP4 was replaced by bFGF/EGF in BMP4-treated NSCs and the BMP4 was replaced by EGF in bFGF/BMP4-treated NSCs. Those cells were cultured in bFGF/EGF medium for 6 days, and then the cells were dissociated and cultured in suspension for 4 days. **(B)** Pictures of the neurospheres formed by BMP4- and bFGF/BMP4-treated NSCs after being activated at day 10 in **(A)**. Scale bar: 100 μm. **(C)** Immunofluorescence staining of ki67 in BMP4- and bFGF/BMP4-treated NSCs after being activated at day 6 in **(A)**. Scale bar: 75 μm. **(D)** Quantification of the diameter of neuroshperes in **(B)** (*n* = 5-6/group) in **(B)**. **(E)** Quantification of ki67-positive cells in **(C)** (*n* = 5/group). The data are presented means ± SEMs (two-tailed Student’s t-test), ***p < 0.005,****p < 0.001.

### 3.3 The differences of transcriptome characteristics between BMP4- and bFGF/BMP4-treated NSCs

To found the differences of transcriptome characteristics between BMP4- and bFGF/BMP4-treated NSCs, we hypothesized that bFGF/BMP4-treated NSCs are in an intermediate state between BMP4-treated NSCs and bFGF/EGF-treated NSCs, and performed a time-series analysis with maSigPro. 

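The 2 steps of maSigPro were written out and applied to the FPKM values with the paper's settings, a quadratic regression over the order bFGF/EGF, bFGF/BMP4 and BMP4, an F test at a false discovery rate of 0.05, and then stepwise regression at p of 0.05 with an R2 of at least 0.6. Of the 30860 genes that entered, 10076 passed the F test and 9955 passed both steps. With each library left out in turn, between 7977 and 9776 genes passed, the lowest number without replicate 1 of the bFGF/EGF group. In simulated data with 200 changed genes, the regression selected 79.5% of them. The genes were grouped into 5 clusters by Ward's method on 1 minus Pearson's correlation. The clusters held 4165, 2112, 1764, 1598 and 316 genes.

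**Figure D3:**
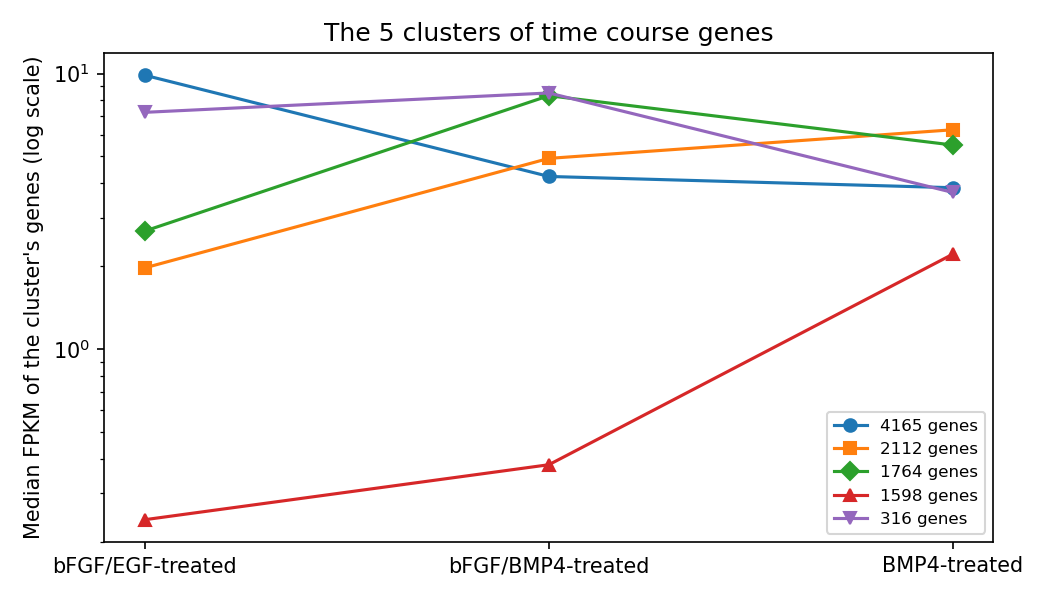
Median FPKM (log scale) of the genes of each cluster in the 3 treatments; each line is 1 of the 5 clusters, with its number of genes in the legend. The cluster of 4165 genes is highest in bFGF/EGF and the cluster of 1598 genes rises mainly between bFGF/BMP4 and BMP4.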

The results showed that 8,548 genes exhibited pseudotemporal changes, and were classified into 5 clusters with different expression profiles (Figure 4A). Specifically, the expression of 3,765 genes related to cell proliferation in cluster 3 increased gradually from BMP4 to bFGF/BMP4 treatment, whereas the expression of 2,267 genes in cluster 1 related to autophagy and peroxisomes decreased from BMP4 to bFGF/BMP4 treatment (Figures 4A,B). 

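The cluster that was highest in the bFGF/EGF libraries held 4165 genes, with median FPKM of 9.86 in bFGF/EGF, 4.23 in bFGF/BMP4 and 3.85 in BMP4. It held 89 of the 141 genes of Supplementary Table S3 that entered the regression, where 19 would be there by the cluster's size. It also held 89 of 104 genes of ribosome biogenesis, a list written before the data were examined, as were the other function lists below (14 by size). A cluster of 2112 genes rose gradually, with medians of 1.97, 4.92 and 6.25 FPKM, and held 21 of 56 autophagy genes (3.8 by size) and 24 of 62 peroxisome genes (4.2 by size). The clusters highest in bFGF/BMP4 held 11 autophagy genes (3.8 by size) and 11 peroxisome genes (4.2 by size). For the time course clusters, here and below, the numbers by size take all 30860 genes that entered as the background. Of these, 20207 had a mean FPKM of at least 0.1, as did all 56 autophagy and 60 of the 62 peroxisome genes. The numbers by size are therefore likely too low for lists of expressed genes. In the limma fit, the autophagy and peroxisome lists were higher in both BMP4 groups than in bFGF/EGF, with median log2 fold changes of 0.73 and 0.69 in bFGF/BMP4 and of 0.67 and 0.96 in BMP4. Between BMP4 and bFGF/BMP4 their medians were 0.10 and 0.21, and 8 of 56 and 13 of 60 tested genes differed at an adjusted p-value of at most 0.05 (4 and 17 adjusted over the list alone). The ribosome biogenesis genes had a median of -0.03 between these 2 groups, and 3 of 104 differed, none of them when adjusted over the list alone.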

The 1,339 genes in cluster 2 were uniquely upregulated by bFGF/BMP4 treatment, and were prominently enriched in terms or pathways such as synapse organization, synaptic membrane, GTPase activator activity, and glutamatergic synapse (Figures 4A,B). 

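In the present clustering, 2080 genes in 2 clusters (of 1764 and 316 genes) were highest in the bFGF/BMP4 libraries. The number depended on the linkage and on single libraries: it was 759 with average and 2899 with complete linkage (the latter chosen after the values were seen), 1013 without replicate 2 of the BMP4 group and 2626 without replicate 2 of the bFGF/BMP4 group. Of 112 synapse genes, a list written before the data were examined, 24 were among the 2080, where 7.5 would be there by size, 29 were in the cluster highest in bFGF/EGF (15.1 by size), and 17 were in the cluster that rose mainly in BMP4 (5.8 by size). Without clustering, 407 of the 20207 genes tested with limma were higher in bFGF/BMP4 than in both other groups at the threshold used. When all libraries were simulated around the same mean of each gene, so that no group differed, at most 1 such gene was found. How many the shared comparisons give when the other groups do differ was not simulated. Of the 102 synapse genes tested, 9 were among the 407, where 2.1 would be there by size (Fisher's exact test, one-sided, adjusted p = 0.0016 over the 102 tests of 17 lists against 6 profiles). Among them, Gria2 was at 18.8, 43.8 and 14.4 FPKM in the bFGF/EGF, bFGF/BMP4 and BMP4 libraries (chosen after its values were seen). The profile lowest in BMP4 held 9 of the 102, where 2.8 would be there by size (Fisher's exact test, one-sided, adjusted p = 0.011). The profile highest in BMP4 held 11 (6.1 by size, adjusted p = 0.16, same test). The synapse list as a whole did not move one way, with median log2 fold changes of -0.06 in bFGF/BMP4 compared with bFGF/EGF and of -0.18 in BMP4 compared with bFGF/BMP4, and with 17 genes higher and 17 lower at the threshold used in the latter comparison. With the adjusted p-value alone, 22 were higher and 30 lower, and 60 differed when adjusted over the list alone. The listed gene with the largest fall there was Grm5, from 10.8 ± 3.4 to 0.203 ± 0.063 FPKM (SD, n = 3, log2 fold change -5.14, standard error 0.27, adjusted p = 2.8e-06, limma).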

We compared the expression levels of the 1,339 genes between qNSCs and aNSCs which are isolated from the SVZs of adult mice reported by fluorescence-activated cell sorting (FACS) (Leeman et al., 2018). The results showed that 442 out of 1,339 genes were upregulated and 39 out of 1,339 genes were downregulated in qNSCs compared with aNSCs (Figure 4C), which indicated that most genes in cluster 2 related to synapses and axons were upregulated in qNSCs compared with aNSCs under physiological conditions. 

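No cluster of the present clustering was lowest in the bFGF/BMP4 libraries, while the log2 scale gave 499 such genes and average linkage 162. In the limma fit, 385 genes were lower in bFGF/BMP4 than in both other groups at the threshold used, against 0 in simulated groups with no gene changed. Of the 76 actin cytoskeleton genes tested, from a list written before the data were examined, 15 were among the 385, where 1.4 would be there by size (Fisher's exact test, one-sided, adjusted p = 1.7e-10). Between 10 and 15 were found with each library left out in turn, 7 with a pseudocount of 1, and 9 among genes with a mean FPKM of at least 1. In BMP4 compared with bFGF/BMP4, 40 of the 76 genes were higher and 2 lower at an adjusted p-value of at most 0.05 (47 differed adjusted over the list alone), with a median log2 fold change of 0.63. In bFGF/BMP4 compared with bFGF/EGF, 48 were lower and 10 higher, with a median of -0.87. In BMP4 compared with bFGF/EGF, 33 were lower and 16 higher, with a median of -0.25. The profile highest in bFGF/EGF held 20 of the 76, where 8.1 would be there by size (Fisher's exact test, one-sided, adjusted p = 7.8e-04). The time course cluster highest in bFGF/EGF held 39 of the 82 listed genes (11.1 by size). Acta2, which overlaps Stambpl1 on the opposite strand, was at 13.3 ± 4.1 FPKM in bFGF/EGF, 1.09 ± 0.50 in bFGF/BMP4 and 18.1 ± 5.9 in BMP4 (SD, n = 3), a log2 fold change of 3.96 between BMP4 and bFGF/BMP4 (standard error 0.34, adjusted p = 3.7e-05, limma). Capg had 1 to 3 fragments in the bFGF/BMP4 libraries and 1.95 ± 1.1 FPKM in BMP4 (SD, n = 3), at least 25.3-fold higher.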

The 288 genes in cluster 4 associated with actin filament organization and cytoskeleton organization were uniquely downregulated in bFGF/BMP4-treated NSCs, which showed that there may be different between BMP4- and bFGF/BMP4-treated NSCs in cell shape, motility and interaction with environment (Figures 4A,B). On the other hand, the 889 genes in cluster 5, which were highly expressed in BMP4-treated NSCs, were associated with cilium organization and cilium movement (Figures 4A,B), which showed that BMP4-treated NCSs have high ciliogenesis levels.

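The cluster that rose mainly between bFGF/BMP4 and BMP4 held 1598 genes, with median FPKM of 0.24 in bFGF/EGF, 0.38 in bFGF/BMP4 and 2.21 in BMP4. It held 35 of the 87 motile cilia genes of Supplementary Table S4 that entered the regression, where 4.5 would be there by size, and 15 of 71 primary cilia genes (3.7 by size). In the limma fit, 1215 genes were higher in BMP4 than in both other groups at the threshold used, against 0 in simulated groups with no gene changed. Of these, 24 were among the 60 motile cilia genes tested, where 3.6 would be there by size (Fisher's exact test, one-sided, adjusted p = 3.6e-13), and 4 were among the 70 primary cilia genes tested, where 4.2 would be (adjusted p = 1). Many motile cilia genes were near the detection limit: with only genes of a mean FPKM of at least 1 tested, 8 of them were in this profile, and with a pseudocount of 1 it was 10.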

**Figure 4:**
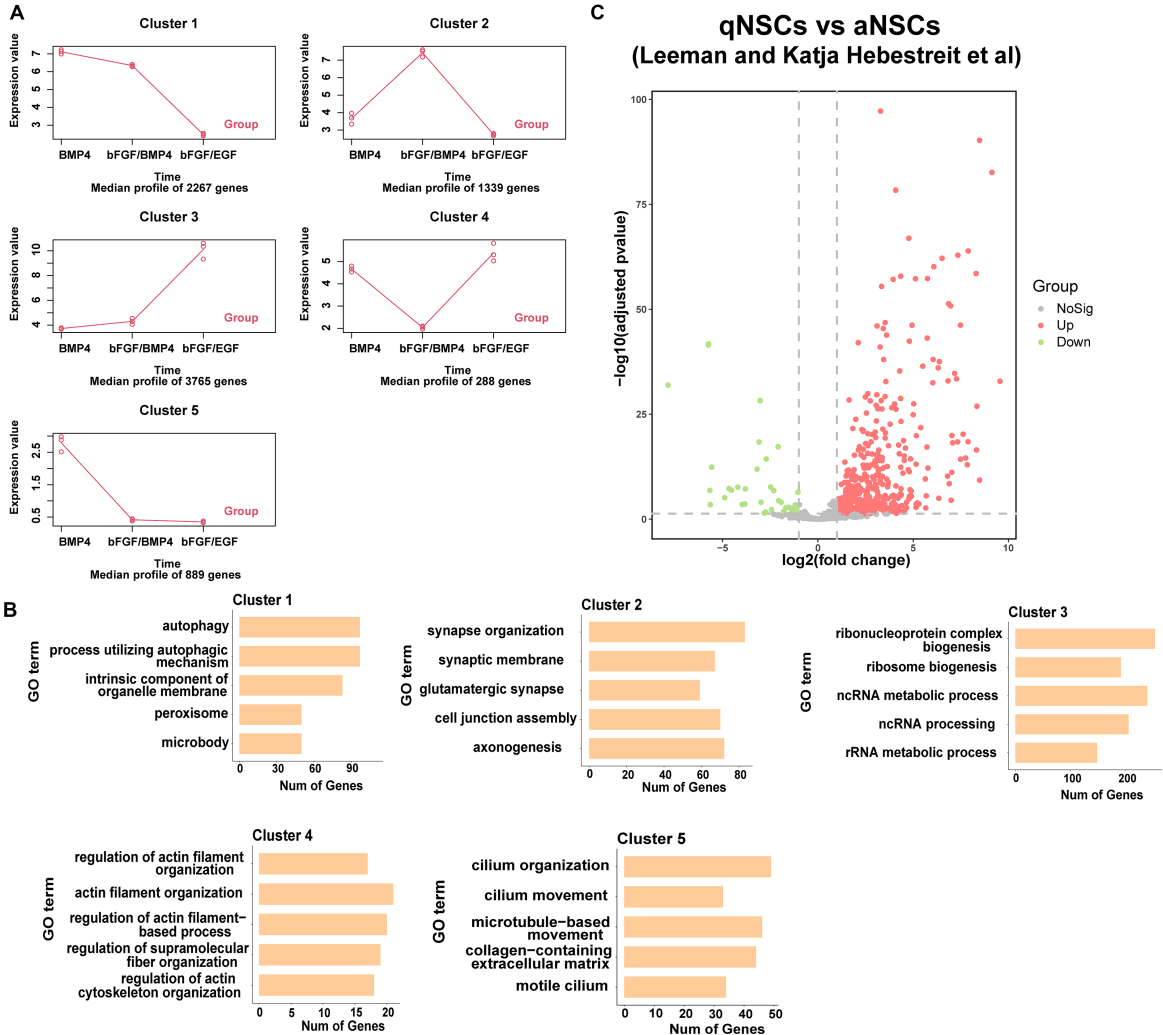
Functional enrichment of differentially expressed genes between BMP4-treated NSCs and bFGF/BMP4-treated NSCs. **(A)** maSigPro results showing the main gene expression profile of each cluster. **(B)** GO analysis of the genes in each cluster in **(A)**. **(C)** Volcano plots showing the differential expression of cluster 2 genes classified by maSigPro in primary aNSCs and qNSCs isolated from SVZs of adult mice in published article.

Taken together, these results indicated that BMP4- and bFGF/BMP4-treated NSCs exhibited different developmental states and different characteristics. bFGF/BMP4-treated NSCs typically upregulated genes associated with the development of synapses, whereas BMP4-treated NSCs typically upregulated genes associated with the development of cilia.

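Between BMP4- and bFGF/BMP4-treated NSCs, 2738 of 20207 genes were above the threshold, 1699 higher and 1039 lower in BMP4. Compared with bFGF/EGF-treated NSCs, 6174 genes differed in bFGF/BMP4 (3327 higher and 2847 lower) and 7400 in BMP4 (4297 higher and 3103 lower). The number for BMP4 compared with bFGF/BMP4 moved most without the fold threshold, to 4271, and with a pseudocount of 1, to 1449. The protein-coding genes with the largest rise in BMP4 among those with a mean FPKM of at least 5 were Myoc, C1ql1 and C3. Myoc was at 965 ± 470 FPKM in BMP4 and 1.54 ± 0.78 in bFGF/BMP4 (SD, n = 3, log2 fold change 9.20, standard error 0.40, adjusted p = 1.2e-06, limma), with Myocos overlapping it on the opposite strand. C1ql1, a gene of the synapse list, was at 198 ± 16 and 0.292 ± 0.20 FPKM in the same groups (SD, n = 3, log2 fold change 9.12). C3 was at 59.3 ± 43 FPKM in BMP4 (SD, n = 3), and at 34.4 FPKM without replicate 1. In 1 of the 3 bFGF/BMP4 libraries it was listed at 0. The largest falls were those of Igfbp4 (log2 fold change -5.91), Etv4 (-5.66) and Jag1 (-5.24), each with an adjusted p of at most 1.2e-05 from limma. For Jag1, the BMP4 mean of 0.818 FPKM was 0.540 without replicate 3.

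For the 7400 genes that differed between BMP4 and bFGF/EGF, the position of bFGF/BMP4 on the log2 scale, with bFGF/EGF at 0 and BMP4 at 1, had a median of 0.76 (quartiles 0.47 and 0.98), and between 0.74 and 0.77 with each library left out in turn. It lay between 0 and 1 for 70.8% of the genes, above 1 for 22.9% and below 0 for 6.3%. Gfap rose at each step, from 0.0926 ± 0.038 to 19.4 ± 2.4 and 2570 ± 440 FPKM (SD, n = 3). Nes fell from 151 ± 6.4 FPKM in bFGF/EGF to 3.55 ± 0.52 in bFGF/BMP4 and was at 15.8 ± 5.0 in BMP4 (SD, n = 3). From the enrichment of each cluster, the paper concludes that BMP4- and bFGF/BMP4-treated NSCs are in different developmental states, with synapse genes upregulated in the latter and cilia genes in the former.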

### 3.4 BMP4-treated NSCs had more developed cilia than bFGF/BMP4-treated NSCs

The result from gene enrichment analysis of maSigPro revealed that the genes in cluster 5 enriched in the GO terms of cilium movement and motile cilium were upregulated in BMP4-treated NSCs (Figures 4A,B). We then compared the expression levels of a catalog of genes encoding for proteins related to either motile cilia (88 genes) or related to primary cilia (74 genes) reported by Olesia lgnatenko (Supplementary Table S4; Supplementary Figure S2) (Ignatenko et al., 2023). 

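Of the 88 motile cilia genes, all were found in the deposited table and 60 had a mean FPKM of at least 0.1 and were tested. Of the 74 primary cilia genes, 71 were found and 70 tested. At an adjusted p-value of at most 0.05 from limma, with no fold threshold, 38 motile cilia genes differed between BMP4- and bFGF/BMP4-treated NSCs, of which 36 were higher in BMP4. Of the primary cilia genes, 28 differed, of which 25 were higher. Adjusted over the list alone, 42 and 31 genes differed. The median log2 fold change was 0.95 for the motile and 0.46 for the primary cilia genes, while that of all genes tested was 0.00, and both medians stayed above 0 under each scaling tried. The number of motile cilia genes moved most when only genes with a mean FPKM of at least 1 were tested, to 18. With a fold change of at least 2 required, 28 motile and 9 primary cilia genes differed.

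Foxj1 (chromosome 11 of GRCm39, 116221530 to 116226225) was at 55.1 ± 5.3 FPKM in the BMP4 libraries, 10.0 ± 0.50 in the bFGF/BMP4 libraries and 8.26 ± 2.3 in the bFGF/EGF libraries (SD, n = 3). Its log2 fold change was 2.45 in BMP4 compared with bFGF/BMP4 (standard error 0.18, adjusted p = 1.6e-05, limma) and 0.31 in bFGF/BMP4 compared with bFGF/EGF (standard error 0.18, adjusted p = 0.19, limma). Drc1 had the largest fitted log2 fold change of the motile cilia list with the pseudocount used, with 1 to 3 fragments in the bFGF/BMP4 libraries and 2.27 ± 0.37 FPKM in the BMP4 libraries (SD, n = 3), at least 31.2-fold higher. In the primary cilia list the largest fall was that of Gli3 (log2 fold change -1.8, standard error 0.19, adjusted p = 1.4e-04, limma), and the largest rise that of Rpgr (1.66, standard error 0.22, adjusted p = 5.0e-04, limma).

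**Figure D4:**
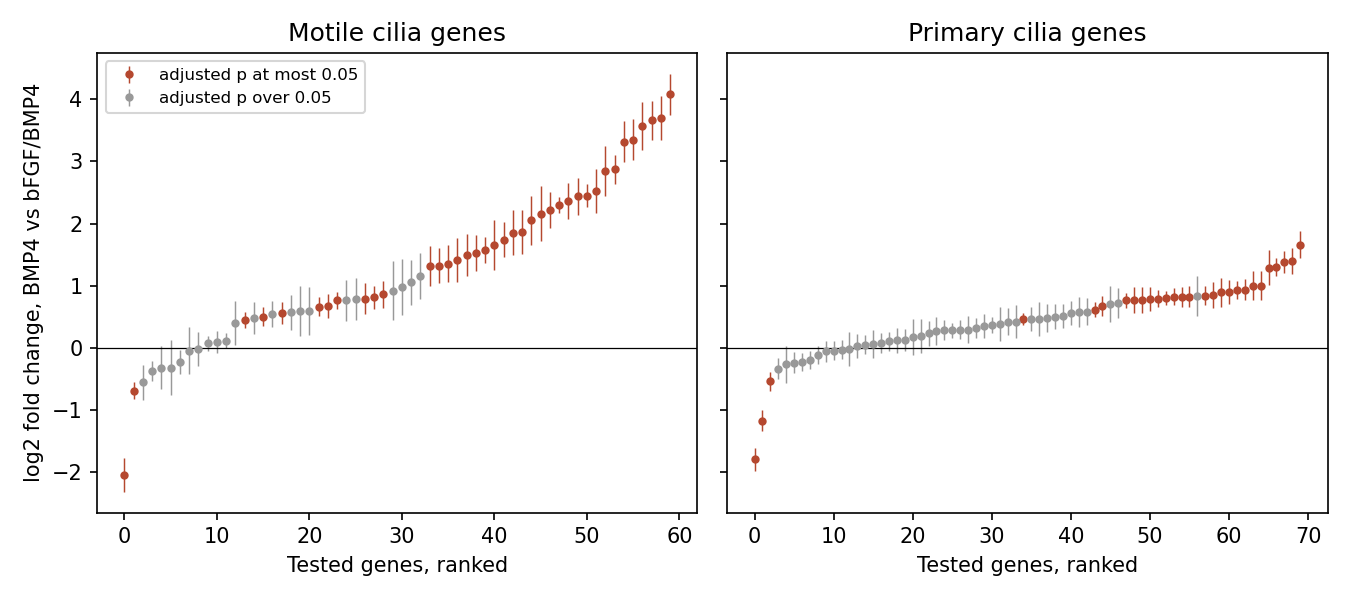
Log2 fold change in BMP4 compared with bFGF/BMP4 of each tested motile (left, 60 genes) and primary (right, 70 genes) cilia gene, ranked by size; bars are standard errors from limma. Of the genes with an adjusted p-value of at most 0.05, 36 of 38 motile and 25 of 28 primary cilia genes are above 0.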

The expression of 48 out of 88 motile cilia marker genes and 31 out of 74 primary cilia marker genes differed between BMP4- and bFGF/BMP4-treated NSCs, and the majority of differentially expressed genes were upregulated in BMP4-treated NSCs (Supplementary Figure S2). *Foxj1* (Forkhead Box J1), a key regulator of motile ciliogenesis, was significantly upregulated in BMP4-treated NSCs compared with bFGF/BMP4-treated NSCs, and the expression level of *Foxj1* increased with extension of BMP4 treatment time (Figure 5C), indicating BMP4 alone treatment of NSCs could increase the ciliogenic development of NSCs than those treated with bFGF/BMP4. Long motile cilium is a characteristic of ependymal cells (ECs), and NSCs has short primary cilium. To confirm whether the cilia of BMP4-treated NSCs were similar with those of ECs, we induced NSCs into ECs based on published methods and identified the cilia with ARL13B and acetyl-tubulin (Abdi et al., 2018; Omiya et al., 2021). ECs have a large apical surface and long motive cilia (Codega et al., 2014; Deng et al., 2023). We found that ECs induced from NSCs displayed the typical characteristics of ECs, which clustered closely arranged cilia (Supplementary Figure S3; Figure 5A). Although BMP4-treated NSCs had cilia on their surfaces, the cilia were sparsely distributed (Figure 5A). Moreover, the cilia of bFGF/EGF- and bFGF/BMP4- treated NSCs were shorter than those of NSCs treated with BMP4 alone (Figures 5A,B). In addition, the morphological structure of NSCs treated with BMP4 and bFGF/BMP4 and bFGF/EGF was different from that of ECs (Supplementary Figure S3). Therefore, BMP4 treatment of NSCs do not develop motile cilium like ECs, and the primary cilia in BMP4-treated NSCs are more developed than that in bFGF/BMP4-treated NSCs.

**Figure 5:**
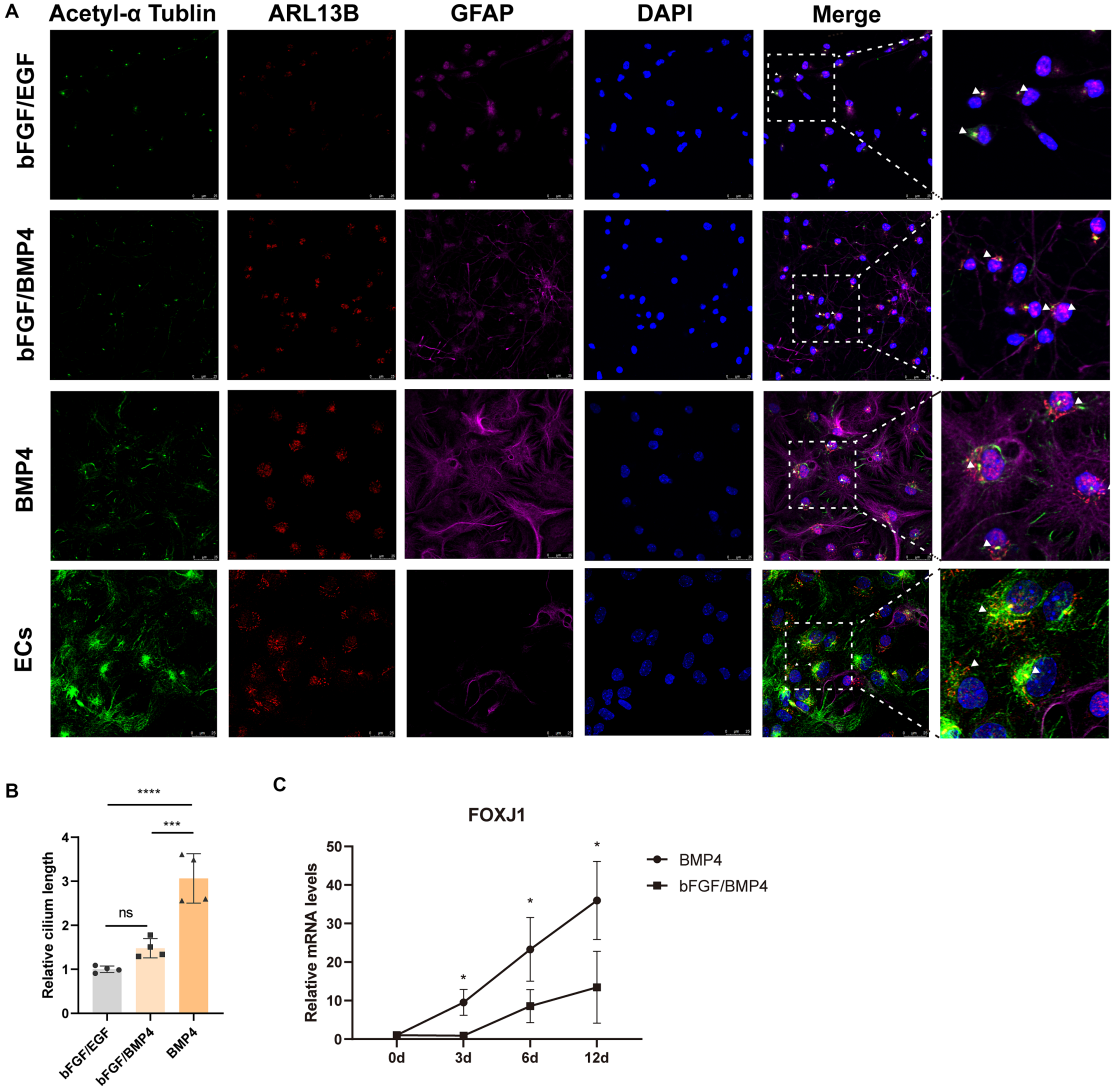
Analysis of the cilia characteristics of BMP4-treated NSCs, bFGF/BMP4-treated NSCs, bFGF/EGF-treated NSCs, and NSCs-induced ependymal cells (ECs). **(A)** Immunofluorescence staining of acetyl-α tubulin, ARL13B and GFAP. Scale bar: 25 μm. **(B)** Quantification of the relative cilium length in **(A)**. The cilium which marked both ARL13B and acetyl-α tubulin was measured in image J (*n* = 4/group). We set the longest value of the cilia from one end to the other as its length. The triangular arrow indicates the typical cilia. The data are presented as the means ± SEMs (one-way ANOVA with Tukey’s multiple comparison), ns *p* > =0.05, *** *p* < 0.005, **** *p* < 0.001. **(C)** The variation trend of mRNA expression level of *Foxj1* during bFGF/BMP4 and BMP4 treatment (*n* = 3/group). The data are presented as the means ± SEMs (two-tailed Student’s *t*-test), *p < 0.05.

### 3.5 bFGF/BMP4-treated NSCs differentiate into neurons more easily than NSCs treated with BMP4 alone

To explore the neuron-induced differentiation potential of BMP4- and bFGF/BMP4-treated NSCs when they were in quiescent state, we used neuron maintenance medium (Neurobasal^™^, 2% B27, and 20 mM GlutaMAX^™^-I) to induce the differentiation of BMP4- and bFGF/BMP4-treated NSCs into neurons *in vitro*, with DCX as an immature neuron marker and MAP2 as a mature neuron marker. Both BMP4- and bFGF/BMP4-treated NSCs were able to develop into DCX^+^ neurons and MAP2^+^ neurons with neuronal morphology, and MAP2^+^ neurons exhibited weak GFAP expression (Figure 6). However, BMP4-treated NSCs developed into a lower proportion of MAP2^+^ neurons than that obtained with bFGF/BMP4-treated NSCs in neuron-maintenance medium.

**Figure 6:**
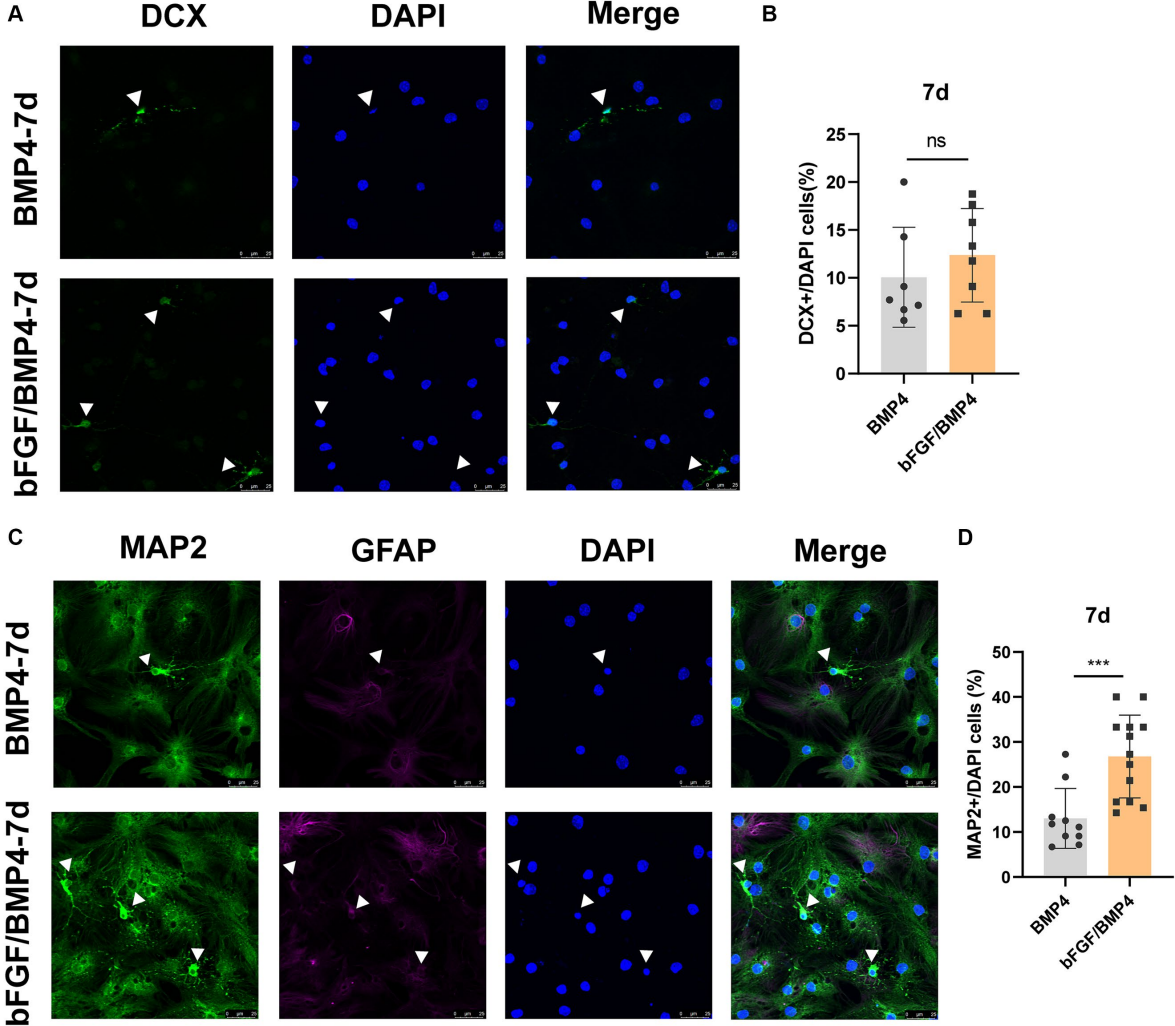
Immunofluorescence staining of MAP2^+^ and DCX^+^ neurons in BMP4-treated NSCs and bFGF/BMP4-treated NSCs after exposing to neuron-maintenance medium. After BMP4 or bFGF/BMP4 treatment for 6 days, the medium was changed to neuron-maintenance medium, and the cells were cultivated for 7 days. **(A)** Immunofluorescence staining of DCX^+^ cells at 7d after differentiation. Scale bar: 25 μm. **(B)** Percentages of DCX^+^ cells in **(A)** (*n* = 7-8/group). **(C)** Immunofluorescence staining of MAP2^+^GFAP^−^ cells at 7d after differentiation. Scale bar: 25 μm. **(D)** Percentages of MAP2^+^GFAP^−^ cells in **(C)** (*n* = 10-13/group). The data are presented as the means ± SEMs (two-tailed Student’s *t*-test), ns *p* > =0.05, *** *p* < 0.005.

To explore the potential of spontaneous differentiation of BMP4- and bFGF/BMP4-treated NSCs, we exposed the cells to spontaneous medium. However, we found that it is not easy to differentiate spontaneously in BMP4- and bFGF/BMP4-treated NSCs when they were in quiescent state. Then, we activated BMP4- and bFGF/BMP4-treated NSCs using EGF, cultured them in suspension, digested the neurospheres, and cultured them adherently in spontaneous medium to induce their differentiation. After 5d of differentiation, bFGF/BMP4-treated NSCs produced a similar proportion of DCX^+^ neurons but a higher proportion of MAP2^+^GFAP^−^ neurons compared with BMP4-treated NSCs, and after 7d, bFGF/BMP4-treated NSCs produced a higher proportion of DCX^+^ and MAP2^+^GFAP^−^ neurons (Figure 7). And in the BMP4-treated NSCs, the proportion of DCX^+^ and MAP2^+^ neurons decreased on the 7th day of differentiation compare to the 5th day, which might be due to apoptosis (Supplementary Figures S4, S5). This finding showed that bFGF/BMP4-treated NSCs differentiate into more MAP2^+^ mature neurons than BMP4-treated NSCs, indicating bFGF/BMP4-treated NSCs have stronger ability to differentiated into neurons upon activation.

**Figure 7:**
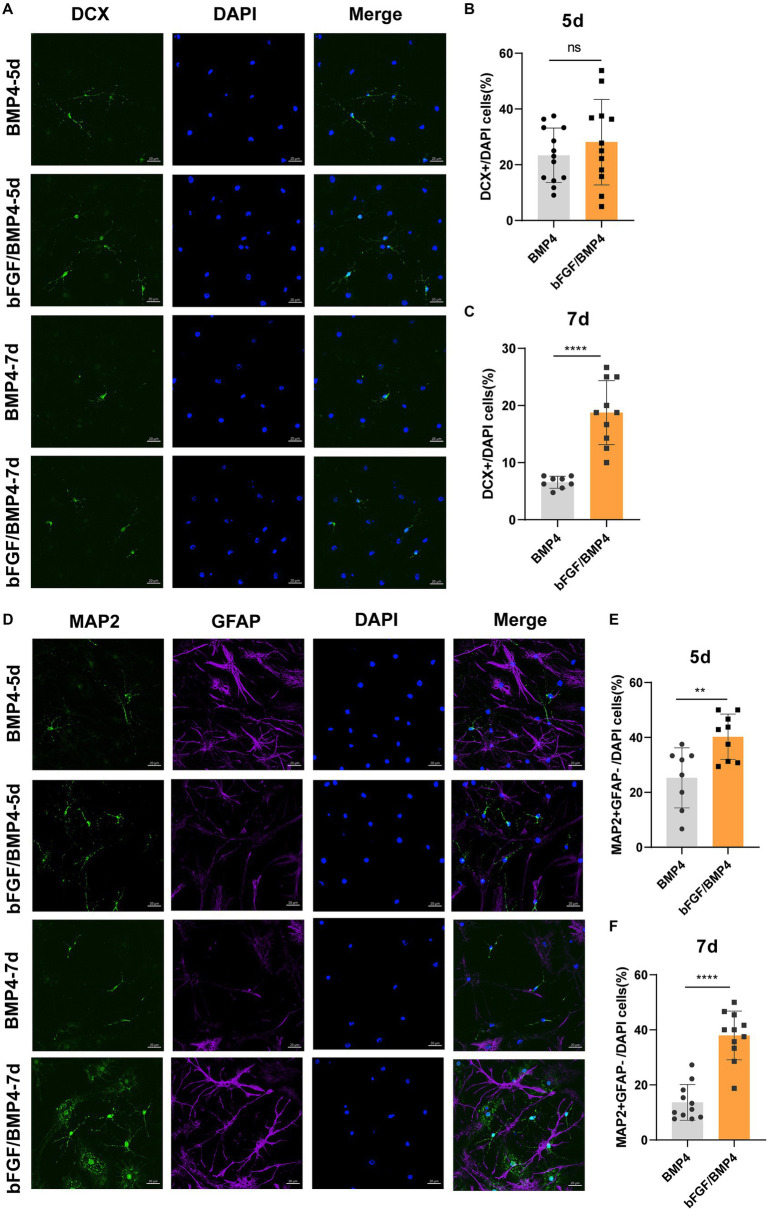
Detection of the ability of BMP4- or bFGF/BMP4-treated NSCs to differentiate into DCX^+^ and MAP2^+^ neurons after being activated. **(A)** Immunofluorescence staining of DCX in BMP4- and bFGF/BMP4-treated NSCs at 5d and 7d after differentiation. Scale bar: 20 μm. **(B)** Percentages of DCX^+^ cells at 5d after differentiation in **(A)** (*n* = 12–13/group). **(C)** Percentages of DCX^+^ cells at 7d after differentiation in **(A)** (*n* = 8–10/group). **(D)** Immunofluorescence staining of MAP2 and GFAP in BMP4- and bFGF/BMP4-treated NSCs at 5d and 7d after differentiation. Scale bar: 20 μm. **(E)** Percentages of MAP2^+^GFAP^−^ cells at 5d after differentiation in **(D)** (*n* = 8–9/group). **(F)** Percentages of MAP2^+^GFAP^−^ cells at 7d after differentiation in **(D)** (*n* = 11/group). The data are presented as the means ± SEMs (two-tailed Student’s *t*-test), ns *p* > =0.05, ** *p* < 0.01, **** *p* < 0.001.

Taken together, BMP4- and bFGF/BMP4-treated NSCs can be activated and differentiate into neurons, and bFGF/BMP4-treated NSCs differentiate into neurons more easily not only when they are exposed to neural maintenance medium but also when they are treated with spontaneous differentiation medium after being activated.

## 4 Discussion

To better highlight the differences between BMP4-treated NSCs and bFGF/BMP4-treated NSCs, we performed bulk RNA-seq of these two sets of NSCs and compared their transcriptome signatures. We found that both bFGF/BMP4-treated NSCs and BMP4-treated NSCs exhibited characteristics of qNSCs rather than astrocytes, and were in different states with different differentiation potentials. bFGF/BMP4-treated NSCs express synaptogenesis-related genes, whereas BMP4-treated NSCs are more quiescent and have higher expression levels of ciliogenesis-related genes. Moreover, bFGF/BMP4-treated NSCs are found to exhibit a stronger ability to differentiate into neurons than BMP4-treated NSCs.

Previous study suggested that BMP4 treatment of NSCs induced astrocytes *in vitro*, and GFAP is used as a marker of astrocytes (Gross et al., 1996; Shi et al., 2023). However, qNSCs share many markers with astrocytes, including GFAP (Dulken et al., 2017; Wang et al., 2021). Recently, Marqués-Torrejón et al. (2021) suggested that BMP4 induce a dormant qNSCs *in vitro* in the absent of FGF2, however only CD9 is used to distinguish the qNSCs from astrocytes. In this study, we established a cell type-specific expression matrix to distinguish qNSC1, qNSC2 and aNSC groups, rather than relying solely on a single or a few genes to distinguish these groups, thus effectively improving the accuracy of distinguishing these cell groups. We find that BMP4- and bFGF/BMP4-treated NSCs are qNSCs rather than astrocytes according to their transcriptomic signatures, and both of these cells express GFAP and Sox2, the two markers of qNSCs (Abdi et al., 2018; Urbán et al., 2019; Omiya et al., 2021). Sox2 is a marker for cells with stemness. BMP4 has been reported to rest mouse epiblast stem cells to a state of naïve pluripotency through ZBTB7A/B, which open the chromatin of specific genes, including Sox2, thereby permitting their expression (Yu et al., 2020). There may be a similar mechanism for maintain the expression of Sox2 in both bFGF/BMP4- and BMP4-treated NSCs, compared to the transition from primitive to naïve of mouse pluripotent stem cells, which is mediated by BMP4. Therefore, our findings further demonstrated that BMP4 treated NSCs alone induced qNSCs *in vitro*.

The apical end of type B1 cell (NSCs) and ECs are the center of pinwheel architecture to the ventricular surface of SVZ (Mirzadeh et al., 2008; Rodriguez-Jimenez et al., 2019). NSCs has one shorter primary cilium, but ECs has two or more longer cilia (Mirzadeh et al., 2008; Amador-Arjona et al., 2011). We find that the cilia of BMP4-treated NSCs were single and short primary cilia, similar to the cilia of bFGF/BMP4-treated NSCs and bFGF/EGF-treated NSCs, but different from the multiple cilia of ECs induced from NSCs. However, BMP4-treated NSCs have relatively longer primary cilia than bFGF/BMP4-treated NSCs, which is an important morphological marker for distinguishing these cells. The extension of cilium is happened in G1/G0 of cell cycle, and the disassembling of extended cilium means that cells enter into other cell cycle phase (Paridaen et al., 2013; Malicki and Johnson, 2017), so the length of the primary cilia is negatively correlated with cell cycle progression (Li et al., 2011; Wilson et al., 2012; Patel and Tsiokas, 2021). Therefore, compared to bFGF/BMP4-treated NSCs, the longer cilium of BMP4-treated NSCs correspond to the deeper state of quiescence. Moreover, the primary cilia of qNSCs are in close contact with the cerebrospinal fluid in lateral ventricles, which play a key role in the reception of extracellular signals to regulate adult neurogenesis(Lehtinen and Walsh, 2011; Falcão et al., 2012).

NSCs isolated form SGZ have the same ability to self-renew and differentiate into neurons as the same as NSCs isolated form SVZ (Ma et al., 2009). It is reported that BMP4 can also induced NSCs isolated from SGZ to be a quiescent state (Mira et al., 2010), and the primary cilia of qNSCs in SGZ are longer than those of aNSCs (Bhattarai, 2015). We presume that NSCs isolated from SGZ and treated with BMP4 may exhibit a more quiescent state compared to those treated with bFGF/BMP4, and that length of cilia may be associated with the quiescent state of NSCs in SGZ. However, more studies are required to prove this hypothesis, and the difference between NSCs from SVZ and SGZ treated with BMP4 should be taken further study.

Moreover, we found that genes associated with synapse development were upregulated in bFGF/BMP4-treated NSCs compared to BMP4-treated NSCs, and most of these genes were more highly expressed in qNSCs than in aNSCs, both isolated from the SVZs of mice using FACS. The gene associated with synaptogenesis are multifunctional and the development of synapse involves variety of pathways. For example, extracellular matrix and cell adhesion are reported to regulated both synapse development and maintaining stem cell quiescence (Sun and Xie, 2012; Shin et al., 2015; Morizur et al., 2018; Yang et al., 2023). The genes associated with synapse development are likely to exert a range of functions in qNSCs, and this possibility remains to be studied.

In summary, BMP4-treated NSCs are a subset of qNSCs *in vitro* rather than astrocytes, and bFGF/BMP4-treated NSCs are more easily be activated and induced to differentiate into neurons. This study clarified the characteristics of BMP4- and bFGF/BMP4-treated NSCs at molecular and cellular levels, which is helpful for further research on the mechanism of quiescent state maintenance and activation of qNSCs.

## Data availability statement

All data generated or analyzed during this study are included in this published article. The raw counts of bulk RNA-Seq datasets generated here are available in the Supplementary Table S5 of this article. The data presented in the study are deposited in the NCBI Gene Expression Omnibus (GEO) database repository, accession number GSE267115.

## Ethics statement

The animal study was approved by Tongji University (Project name: effect and mechanism of endogenous stem cells on injury repair of ischemic stroke, Date of approval: 24/8/2020, Project number: TJAA08820101). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

SX: Conceptualization, Methodology, Software, Writing – original draft, Writing – review & editing. XZ: Formal analysis, Validation, Writing – review & editing. ZL: Investigation, Writing – review & editing. CheL: Data curation, Writing – review & editing. QL: Resources, Writing – review & editing. HC: Investigation, Writing – review & editing. HY: Visualization, Writing – review & editing. YL: Writing – review & editing. SL: Funding acquisition, Supervision, Writing – review & editing. ChuL: Conceptualization, Project administration, Writing – review & editing.

# Supplementary material for: Characteristics of quiescent adult neural stem cells induced by the bFGF/BMP4 combination or BMP4 alone in vitro
**Source:** Front Cell Neurosci. 2024 May 22;18:1391556. doi: 10.3389/fncel.2024.1391556
**Supplement:** Supplementary file 6

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

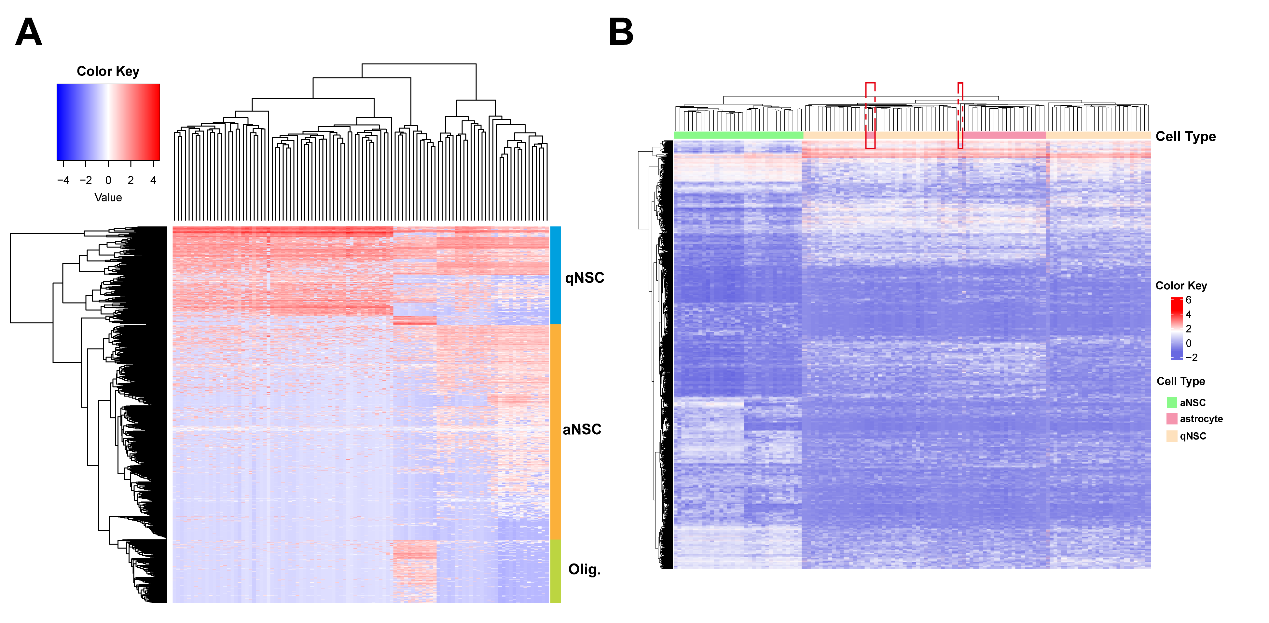

**Supplementary Figure S1**. Data preprocession of GSE67833. (**A**) Heatmap of 104 NSCs in GSE67833, which included 61 qNSCs, 31 aNSCs, and 12 oligodendrocytes. (**B**) Heatmap of 61 qNSCs, 31 aNSCs and 21 astrocytes using a significant genes matrix generated with monocle. One qNSC and two astrocytes indicated by the red dotted line were excluded to produce a special genetic matrix for CIBERSORT analysis.

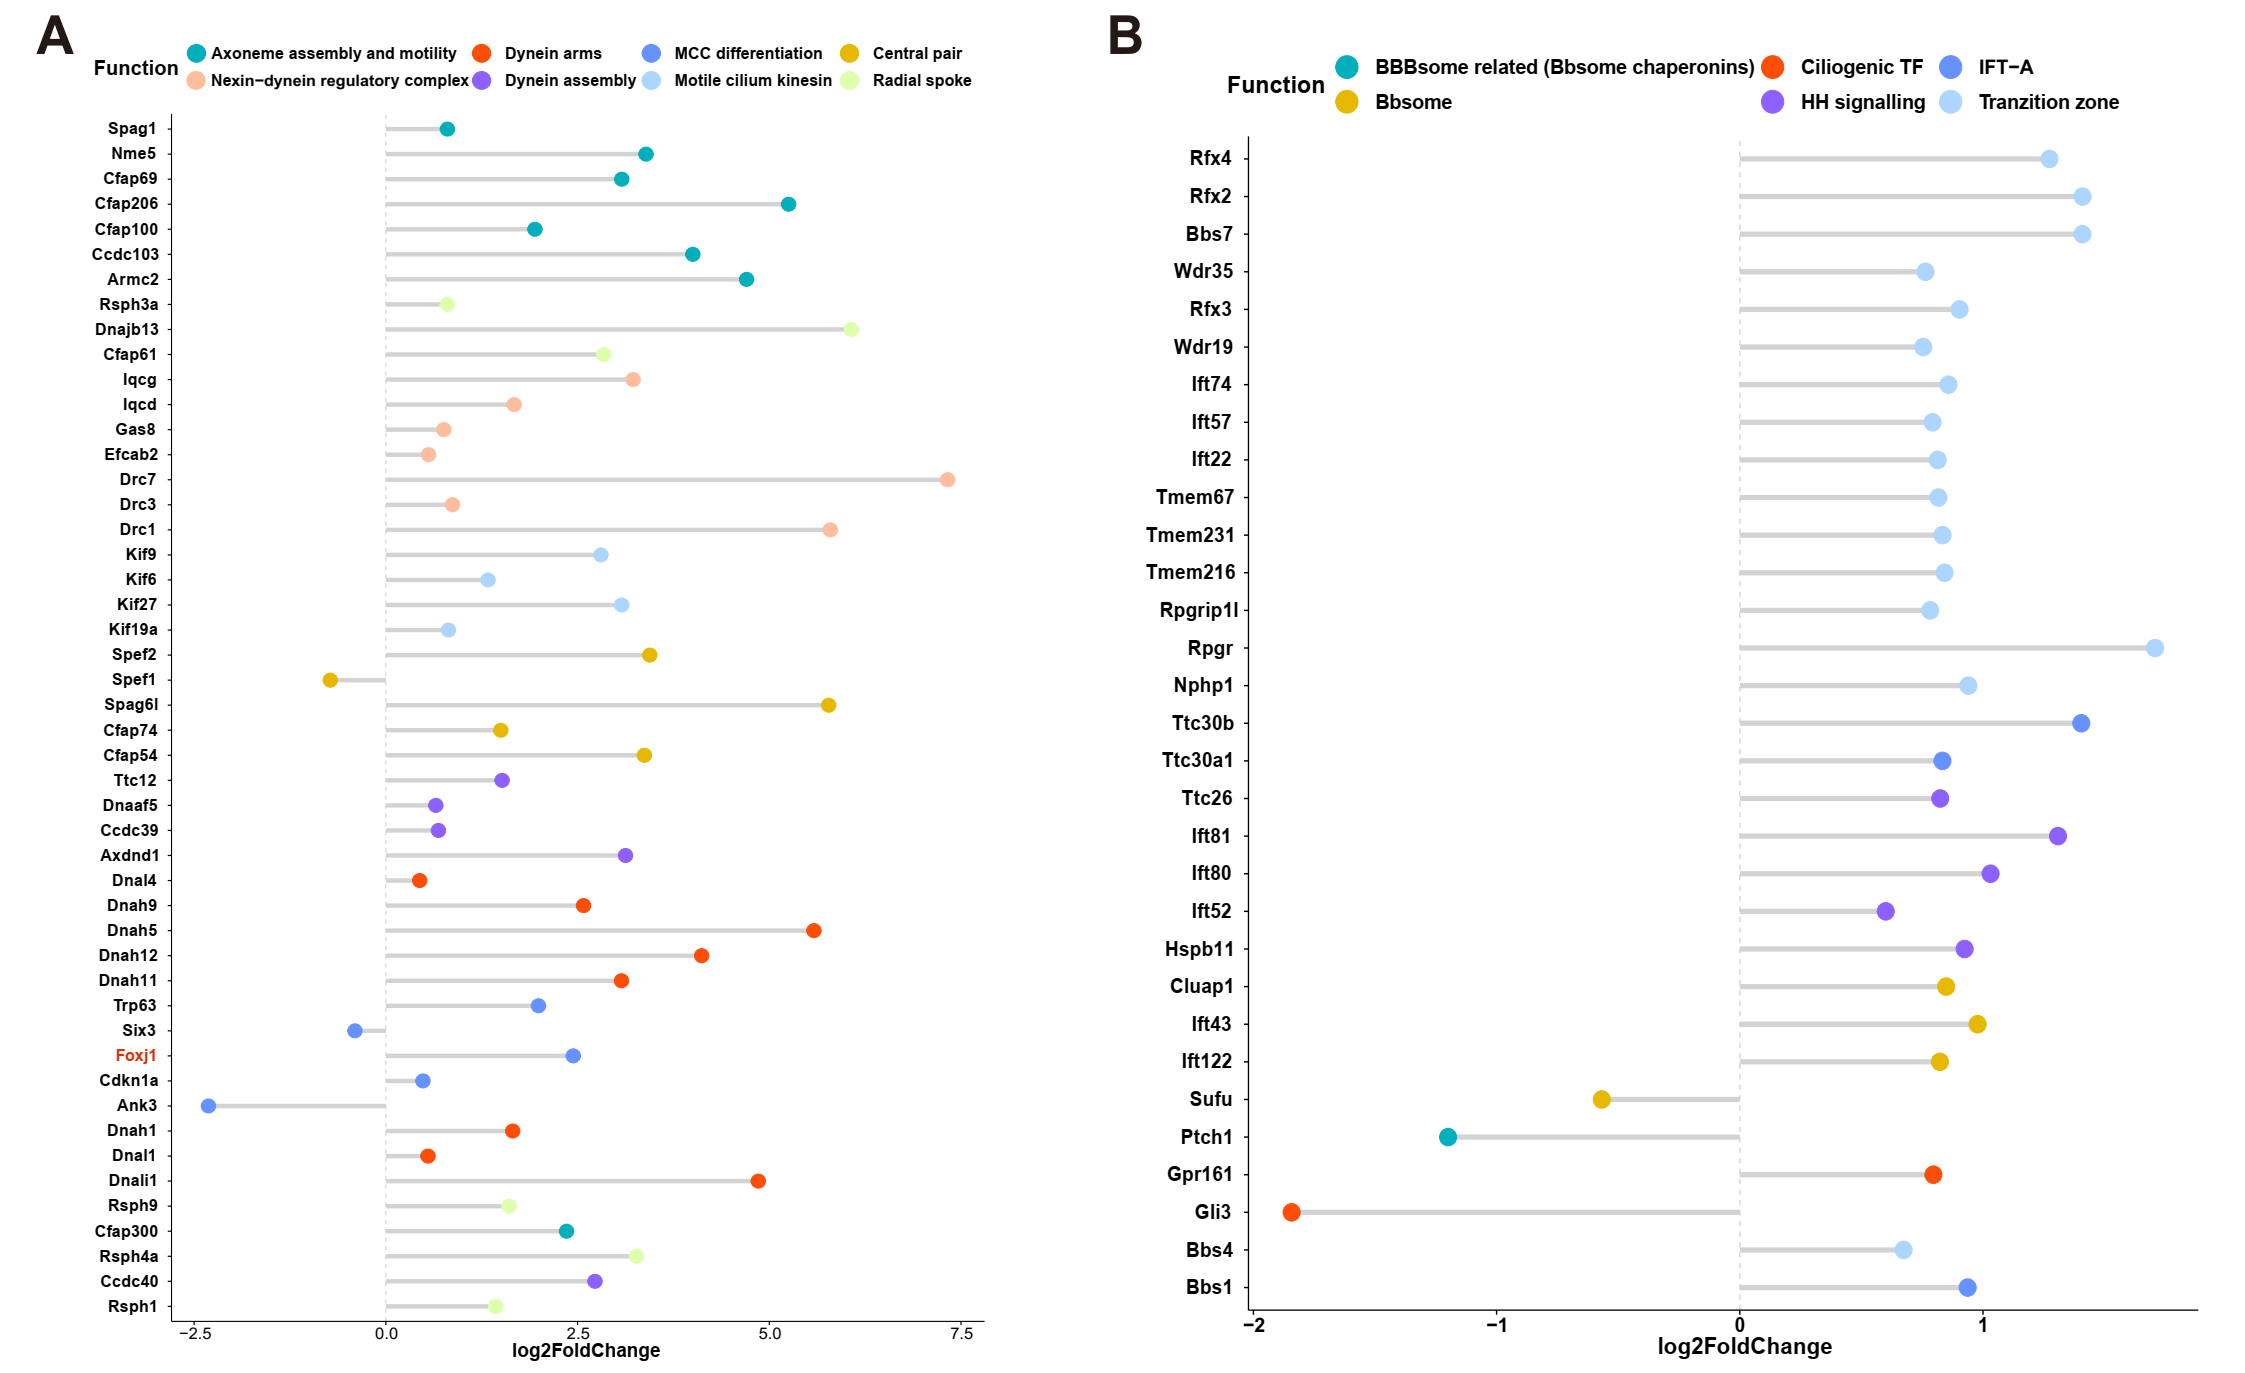

**Supplementary Figure S2.** Expression of specific DEGs involved in the development of motile cilia, primary cilia in BMP4-treated NSCs versus bFGF/BMP4-treated NSCs **(A)** The plot shows the expression levels of marker genes of motile cilia in BMP4-treated NSCs versus bFGF/BMP4-treated NSCs. **(B)** The plot shows the expression levels of marker genes of primary cilia in BMP4-treated NSCs versus bFGF/BMP4-treated NSCs.

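The plots show, for each gene, the log2 fold change of BMP4-treated NSCs against bFGF/BMP4-treated NSCs. Panel A names 48 motile cilia genes, 45 of them higher in BMP4, and panel B names 31 primary cilia genes, 28 of them higher. All 48 and 29 of the 31 were found in the deposited table. In the limma fit, 38 of the 48 and 27 of the 29 differed in the direction plotted at an adjusted p-value of at most 0.05. Of the other motile cilia genes, 4 were below the filter on mean FPKM and 6 were tested without passing. B9d1, a primary cilia gene that is not plotted, also differed. The filter leaves out genes with a mean FPKM under 0.1, which for a gene with the length of Drc1 corresponds to few fragments, since 3 fragments were 0.073 FPKM in the bFGF/BMP4 libraries.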

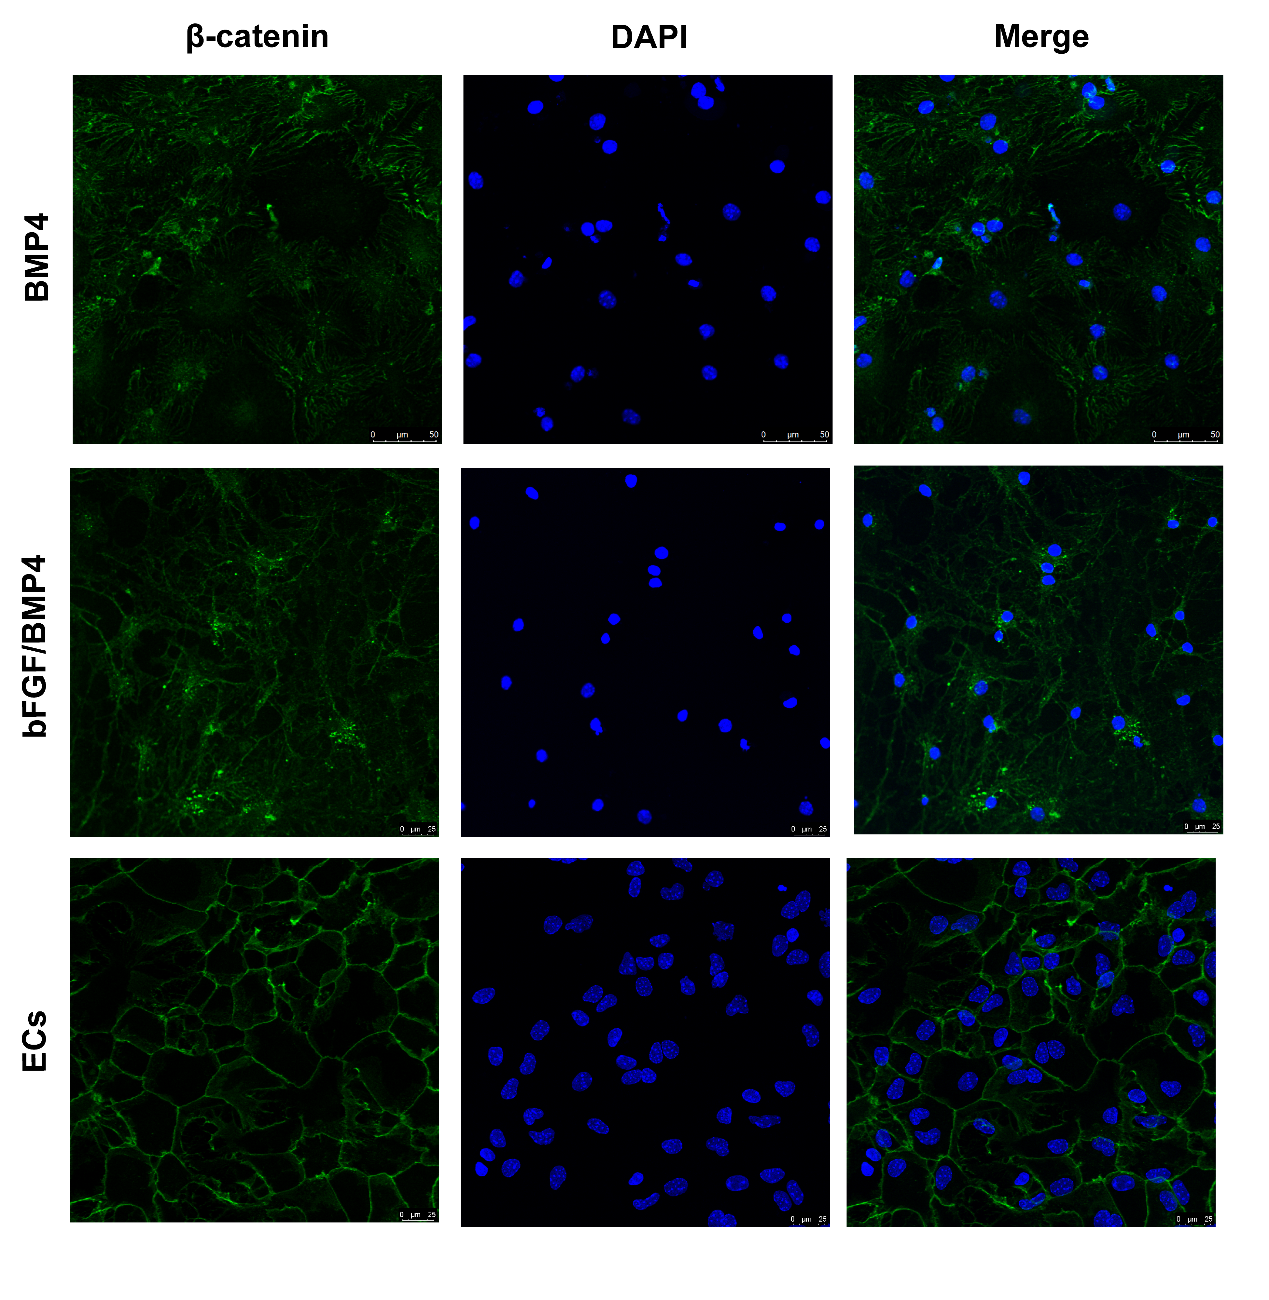

**Supplementary Figure S3.** Typical large apical surface of NSCs-ependymal cells. Immunofluorescence staining for β-catenin was performed to outline the cells morphology. Scale bar: 25μm.

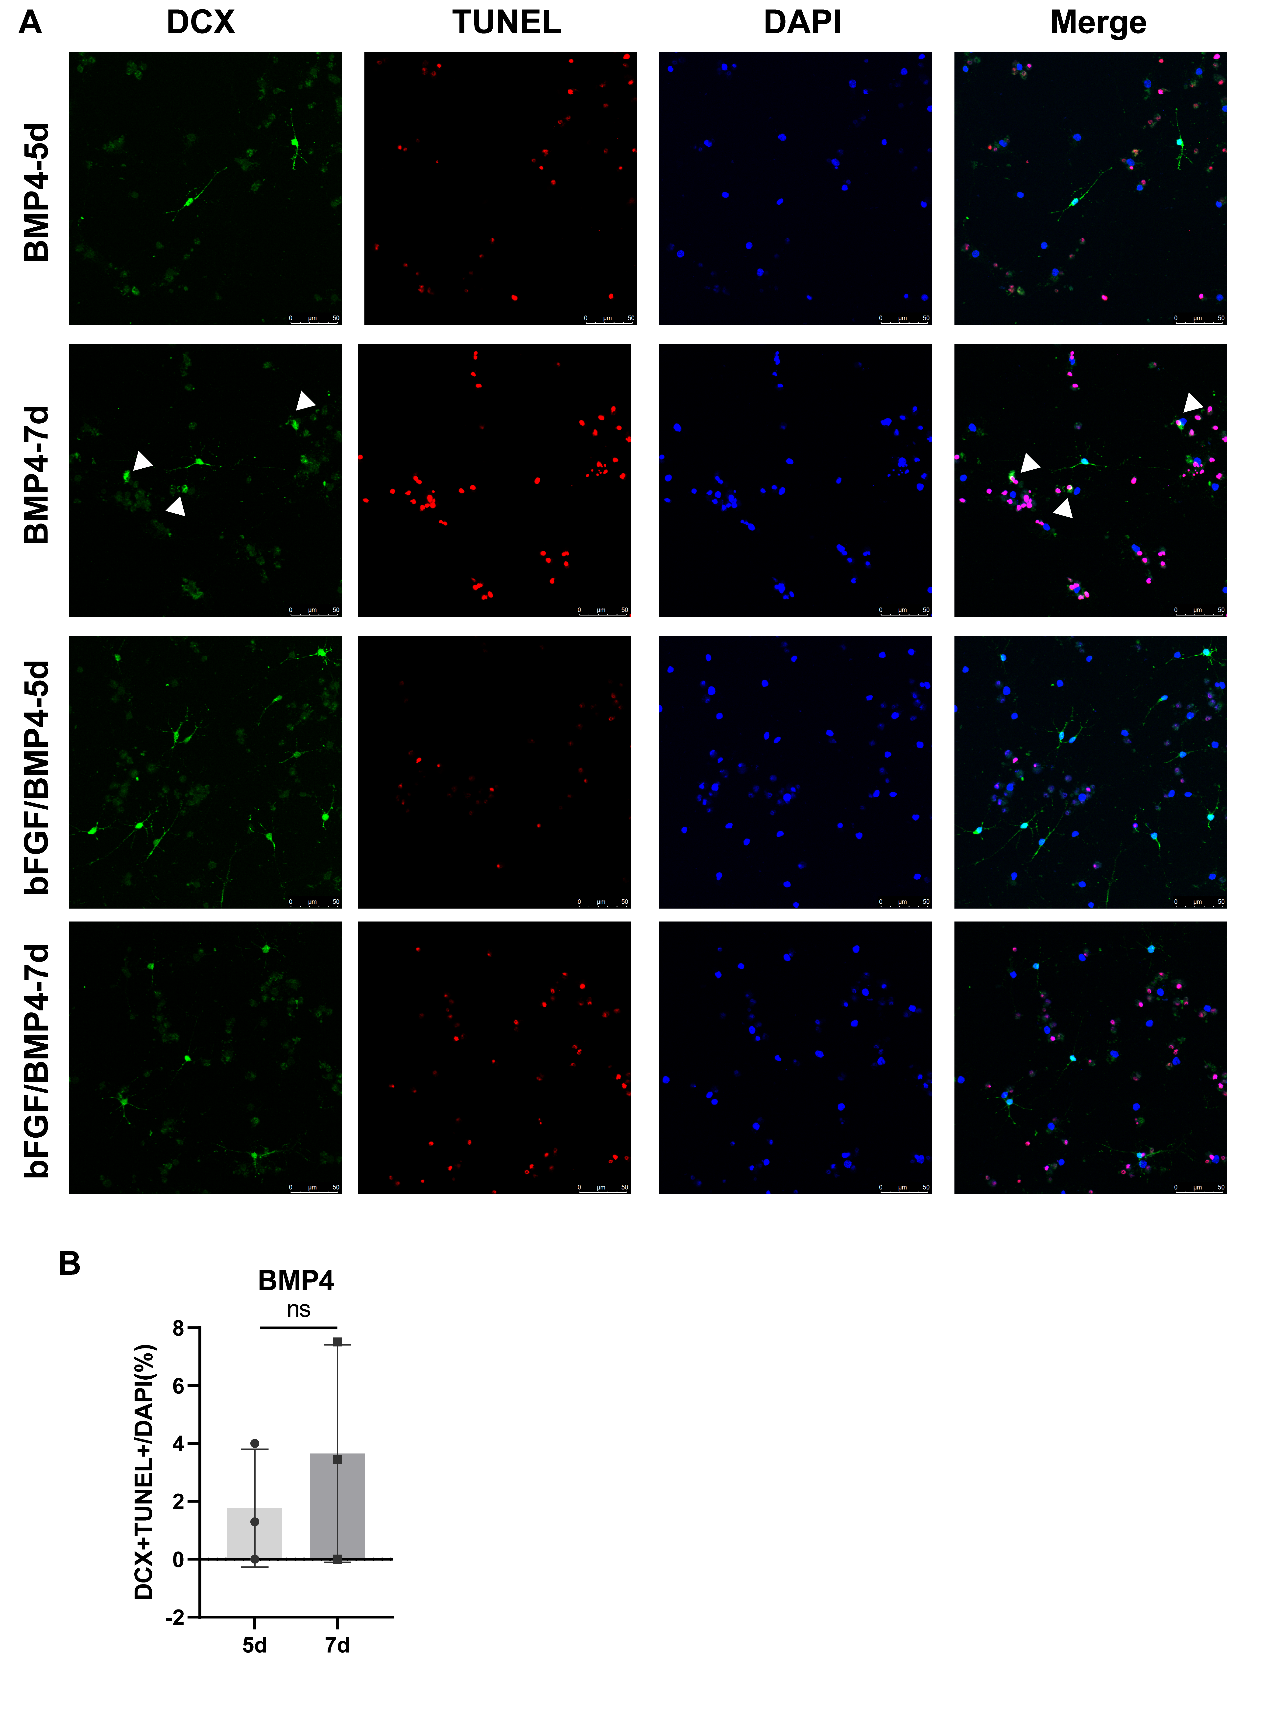

**Supplementary Figure S4.** The immunofluorescent staining of DCX^+^ an TUNEL^+^ on the 5th and 7th day of differentiation of BMP4- and bFGF/BMP4-treated NSCs. (**A**) The immunofluorescent staining of DCX^+^ an TUNEL^+^. The arrow indicates the
DCX^+^TUNEL^+^DAPI^+^ cells, and the cells with DCX in the cytoplasm were calculated. (**B**) Percentages of DCX^+^TUNEL^+^DAPI^+^ cells in (**A**), n=3, scale bar: 50μm, ns *p*>0.05.

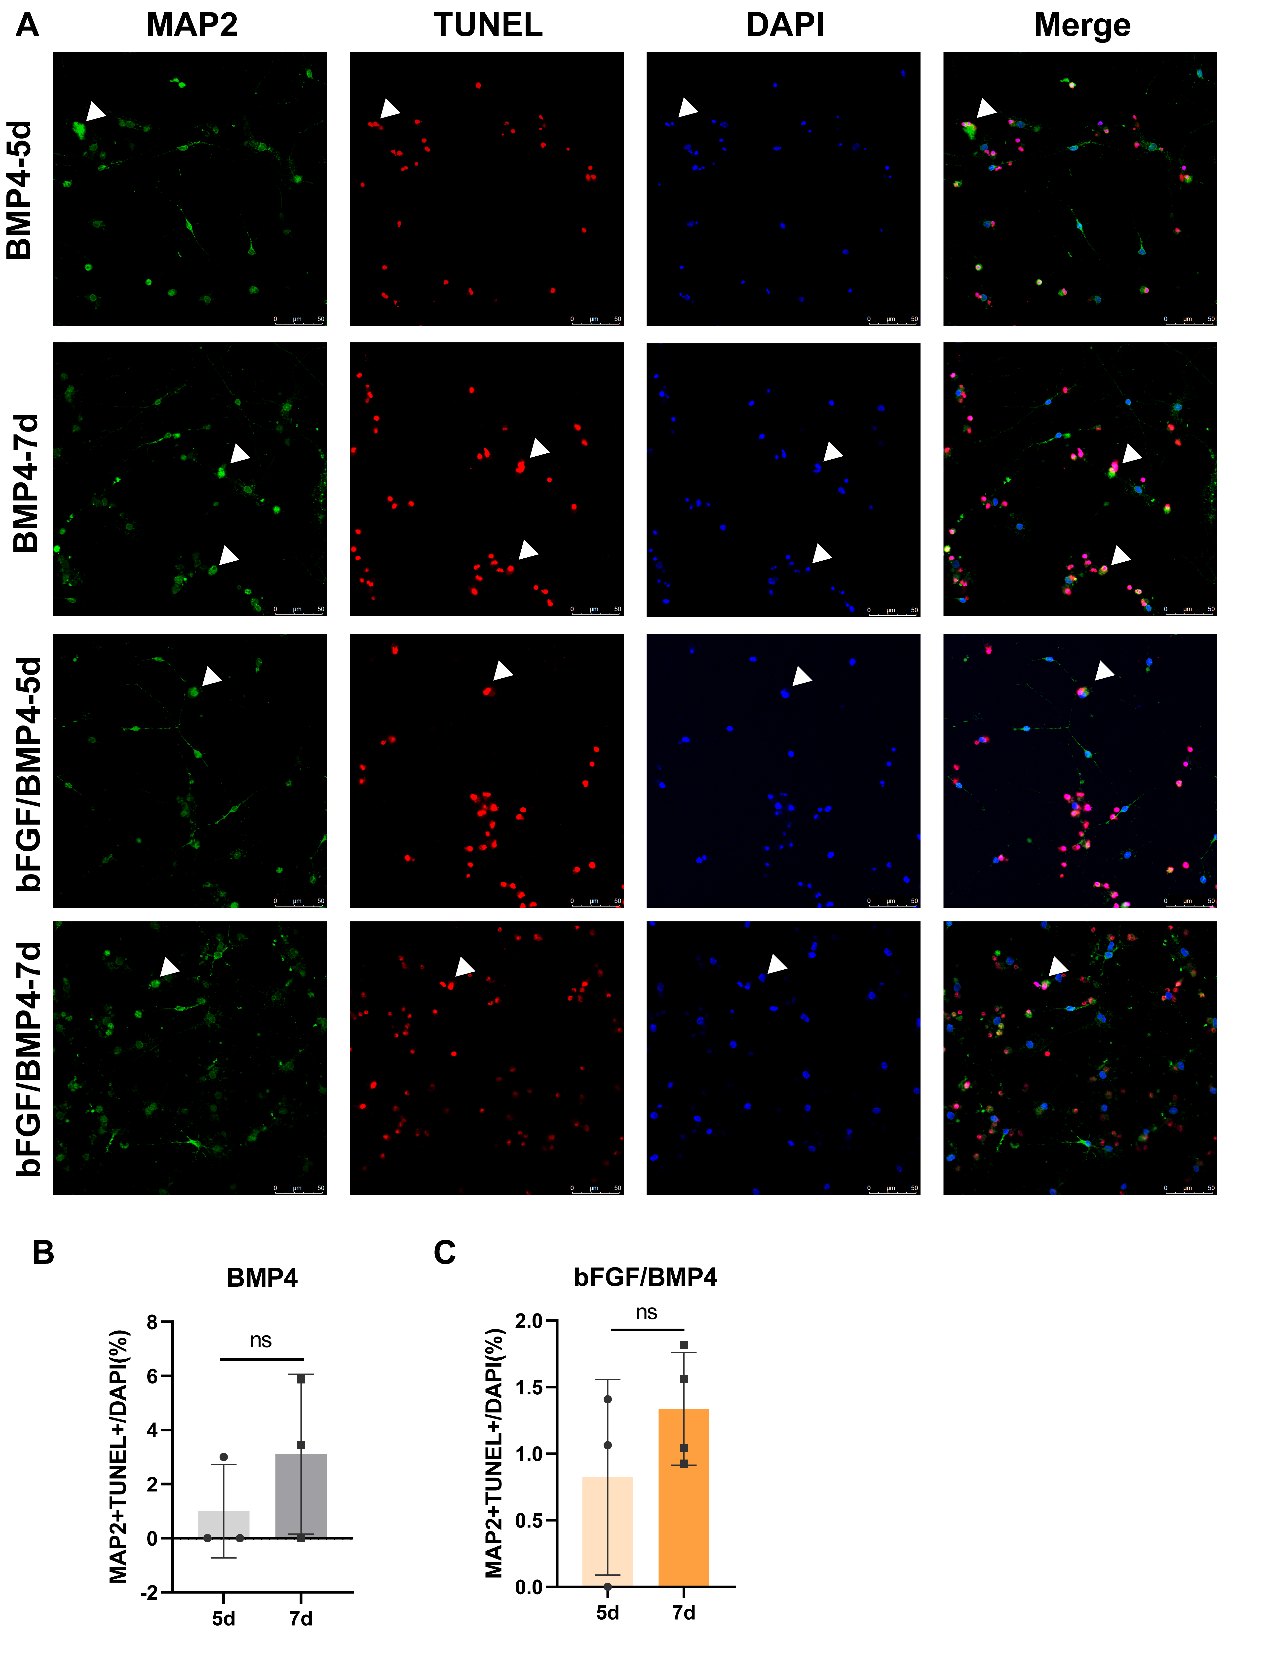

**Supplementary Figure S5.** The immunofluorescent staining of MAP2^+^ an TUNEL^+^ on the 5th and 7th day of differentiation of BMP4- and bFGF/BMP4-treated NSCs. (**A**) The immunofluorescent staining of MAP2^+^ an TUNEL^+^. The arrow indicates the
MAP2^+^TUNEL^+^DAPI^+^ cells. And the cells with MAP2 in the cytoplasm were
calculated. (**B**) Percentages of MAP2^+^TUNEL^+^DAPI^+^ cells in (**A**), n=3-4, ns *p*>0.05.

## Supplementary Tables

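Supplementary Table S1 gives the genes of both sets by symbol, taken from published studies. It lists 42 entries for astrocytes and 10 for qNSCs. Among the astrocyte symbols, 1 (Chrd1) was not found in the deposited table, and 2 were found under an older symbol. A score of such a set rises when its genes move up in the ranking of all genes of the same library. The division by the range over the 6 treated libraries then makes each printed score depend on those libraries too.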

**Supplementary Table S1.** The marker gene set used in ssGSEA analysis.

**Supplementary Table S2.** Gene expression matrix of aNSC, qNSC2, qNSC2 and astrocytes used in the CIBERSORT analysis.

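Each row of Supplementary Table S2 is a gene, and each column holds the gene's mean expression in 1 of the 4 cell types, from single cells sorted from the mouse brain. The regression looks for the mixture of these columns that comes closest to a bulk library. In the part available here, 1087 rows had their highest value in aNSC, 226 in qNSC1, 291 in qNSC2 and 394 in astrocytes. The order of the rows had a Spearman's rho between -0.055 and -0.009 with the 4 columns, across genes, so the rows at hand were not the top of a ranking by any of these columns.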

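Supplementary Table S3 lists 141 genes, and all were found in the deposited table, 1 of them under an older symbol. The list holds genes that drive the cell cycle and the separation of chromosomes, and also inhibitors of the cycle such as Cdkn2b, so its members can be expected to move both ways. The listed gene with the largest rise in BMP4-treated NSCs compared with bFGF/BMP4-treated NSCs was Timp2 (log2 fold change 3.27, standard error 0.19, adjusted p = 4.1e-06, limma), and the one with the largest fall was Sphk1 (log2 fold change -3.62, standard error 0.25, adjusted p = 1.1e-05, limma).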

**Supplementary Table S3.** List of genes associated with cell cycle and chromatin segregation.

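Supplementary Table S4 comes from a catalog published by another group, so its genes were not picked from these libraries. Motile cilia carry dynein arms and a central pair of microtubules, whose genes are switched on in few cell types, and primary cilia are single sensory organelles that many cells carry. In the deposited values, 60 of the 88 motile cilia genes reached a mean of 0.1 FPKM over the 9 libraries, and 70 of the 74 primary cilia genes did. Ttc30a1, Ttc30a2 and Ttc30b of the primary cilia list were not found in the deposited table. Of the 60 motile cilia genes tested, 5 had a group at the detection limit in the comparison of BMP4 with bFGF/BMP4, and counting these genes at their bound left the median log2 fold change at 0.95. No primary cilia gene was at the limit there.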

**Supplementary Table S4.** Markers of motile cilia and primary cilia.

**Supplementary Table S5.** The RNA row counts in our study. bFGF/EGF represent bFGF/EGF-treated NSCs, bFGF/BMP4 represent bFGF/BMP4-treated NSCs, and BMP4 represent BMP4-treated NSCs.

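Supplementary Table S5 gives the number of fragments counted on each gene in each library, before any scaling. The copy available here held 1998 of its 55704 rows. The constants that link these counts to the deposited FPKM values were found from 1021 genes and did not vary between genes by more than a relative SD of 1.71e-10. Each of the 9 FPKM columns followed the count column of the same treatment and replicate better than any other. Between 21377 and 23784 genes per library were above 0, and 12098 to 13046 had at least 1 FPKM. The 10 most abundant genes of a library took 4.93% to 5.05% of its fragments in the bFGF/EGF group, 8.16% to 8.25% in the bFGF/BMP4 group and 6.66% to 7.79% in the BMP4 group. Mitochondrial genes took 1.56% to 3.73% of the fragments.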

How the deposited data were processed for this re-analysis (not part of the article)

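RNA was measured in 9 libraries of mouse NSCs in 3 groups of 3: bFGF/EGF at day 0, bFGF/BMP4 at day 6 and BMP4 at day 6. According to the paper, the authors cleaned the reads with fastp, aligned them with HISAT2 to mm39, and used DESeq2 for differential expression, maSigPro for the expression profiles, GSVA for ssGSEA and CIBERSORT for deconvolution. The authors deposited FPKM values, and the program that made them, the counting program and the annotation release are not stated. Each FPKM column was the fragment number of a gene divided by a constant of the gene and a constant of the library. The library constant was 0.918 to 1.072 times the fragments on genes, so the authors had scaled the libraries against each other by a method that was not identified. The gene lengths that follow from the values were equal to the total exon length in GENCODE vM39 for 13.6% of genes. Of 55414 Ensembl identifiers, 54749 were found in that release, and 290 other genes had only a name given by the authors.

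All computations used R 4.3.3 with limma 3.58.1 and e1071 1.7.16, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Differential expression used limma with a trend on log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.1, with all libraries in the fit, Benjamini-Hochberg adjustment, an adjusted p-value of at most 0.05 and a fold change of at least 2. For the cell cycle and cilia lists no fold threshold was used, and for the other lists the counts without it are given where the text says so. Gene profiles (highest or lowest in a group) combined the comparisons of that group with both others at the same threshold, and the over-representation of a list was tested with Fisher's exact test, one-sided. Lists were tested as sets with camera at a preset correlation of 0.01. CIBERSORT, maSigPro and GSVA were not available, and their published steps were rewritten: support vector regression with nu of 0.25, 0.5 and 0.75 on quantile-normalized values, the regression with an F test at a false discovery rate of 0.05, stepwise p of 0.05, R2 of at least 0.6 and 5 clusters, and the ssGSEA statistic with weight 0.25. GO terms were not available, so fixed lists took their place: synapse, actin cytoskeleton, autophagy, peroxisome, ribosome biogenesis, FGF/ERK targets, BMP/SMAD targets, OPC, oligodendrocyte, neuron and neuroblast, mature astrocyte, ependymal, microglia, and vascular and mural cells.

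The named genes followed a rule: the genes that the paper's text or Figure 2C names, the 3 protein-coding genes with the largest rise and the 3 with the largest fall past the threshold in each comparison among those with a mean FPKM of at least 5, and the 2 with the largest change in each list. Genes outside this rule are named as chosen after their values were seen. The list, sample and rule choices, and the alternatives, were set before the data were examined, except where the text says otherwise.

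With 15901451 to 17433363 fragments on genes per library, a gene with at most 3 fragments in each library of a group was treated as not detected. The method was tested on simulated data with 19632 genes, of which 200 were changed: limma called 95.5% of them and 7 unchanged genes, with a slope of 0.96 of the fitted on the true log2 fold change, and limma-voom called 98.5%. With no gene changed, 3 genes were called. The alternatives were a pseudocount of 1, no filter or a mean FPKM of at least 1, the TPM scale, median-ratio scaling, quantile normalization, limma-voom on rebuilt fragment numbers, a replicate block, a fit of only the groups compared, other thresholds, each library left out in turn, and, for the other methods, other regressions, scales, weights and linkages. Added after the data were seen were the alternatives for the profile counts and for the list genes in them, and ward.D2 and complete linkage. The division of the clusters highest in BMP4 by the level in bFGF/BMP4 was also chosen after the values were seen. The paper's immunostaining, neurosphere and single-cell results were left out because the deposited table does not hold them.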

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

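The tests of other cell types, of the scaling and of single libraries in this part were chosen after the result was seen.

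The 3 protein-coding genes with the largest rise in BMP4 compared with bFGF/BMP4, among those with a mean of at least 5 FPKM, lie outside the genes the paper discusses, and their level in BMP4 is above that in the bFGF/EGF control libraries: Myoc at 965 FPKM, C1ql1 at 198 FPKM and C3 at 59.3 FPKM. The BMP4 libraries are not alike in Myoc (1500, 729 and 662 FPKM in replicates 1, 2 and 3) or in C3 (109, 36.3 and 32.5 FPKM, with a mean of 34.4 without replicate 1). Myoc had at most 3 fragments in each bFGF/EGF library and was at least 11200-fold higher in BMP4. C3 was listed at 0 in 2 of the bFGF/EGF libraries and its fragment numbers could not be found, so no fold is given.

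Vascular, mural or fibroblast cells, microglia and oligodendrocyte progenitors are argued against as the whole cause by the genes that such cells bring. Of the vascular and mural list without Acta2, the highest mean in BMP4 was 3.31 FPKM (Kdr), with Rgs5 at 0.949, Pdgfrb at 0.385 and Col1a1 at 0.287 FPKM. Acta2 was left out because bFGF/EGF-treated NSCs express it too (13.3 FPKM, against 18.1 in BMP4). The highest mean of Aif1, Cx3cr1, Csf1r, C1qa, C1qb, C1qc, Tyrobp, Trem2 and Ctss was 0.0142 FPKM, while Tmem119 of the same list was at 1.34 FPKM. The highest mean of Pdgfra, Sox10 and Gpr17 was 0.118 FPKM. These 3 were chosen from the OPC list, which holds C1ql1 itself, and 10 of its 14 genes were at 1 FPKM or more in BMP4, among them Bcan (412 FPKM), Olig1 (275), Ptprz1 (54.5) and Olig2 (31.7). Bcan, Olig1, Ptprz1 and Olig2 were lower in BMP4 than in bFGF/BMP4, while Matn4 rose from 0.0801 to 1.81 FPKM. Ependymal cells were not tested as a source of these 3 genes and stay open, since the 10 tested ependymal genes were all higher in BMP4 than in bFGF/BMP4. The authors' scaling is argued against as well, since the lowest log2 fold change of the 3 genes under the TPM scale and median-ratio scaling was 8.85. A single library is not the cause either, since the lowest with each library left out in turn was 8.32. The gene Myocos overlaps Myoc on the opposite strand and reached 13.4 FPKM. Astrocytes, or a change of the NSCs toward them, were not tested as a source of the 3 genes either and stay open. Gfap, which the paper ascribes to both astrocytes and qNSCs, was at 2570 FPKM in BMP4. Of 17 mature astrocyte genes, 6 were higher and 6 lower in BMP4 than in bFGF/BMP4 at the threshold used. The treatment itself, and the time in culture in the comparison with bFGF/EGF, stay open as well. That BMP4 without bFGF raises these genes is a hypothesis, found and tested on the same libraries.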

How the results depend on the processing

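The alternatives for the profiles, ward.D2 and complete linkage were chosen after the values were seen.

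With a pseudocount of 1, 1449 genes differed in BMP4 compared with bFGF/BMP4, 3544 in bFGF/BMP4 compared with bFGF/EGF and 4364 in BMP4 compared with bFGF/EGF. The profiles highest in bFGF/BMP4, lowest in bFGF/BMP4 and highest in BMP4 then held 246, 149 and 636 genes. Of the 2738 genes that differed between BMP4 and bFGF/BMP4, 1435 were called again with this pseudocount, 2649 with limma-voom and none changed sign in the alternatives run. With genes of a mean FPKM of at least 1, which tests fewer genes, the numbers were 1800 genes, 18 motile cilia genes and 688 genes highest in BMP4. With adjusted p alone, 4271 and 9819 genes differed in the first and second comparison, and with a fold threshold of 2, 9 primary cilia genes. The cause was not tested for the pseudocount. The filter on mean FPKM left 60 of the 88 motile cilia genes to test, and without it 39 were called.

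With the replicate number as a block, 2612, 6127 and 7383 genes differed in the 3 comparisons, and 7452 genes passed the time course regression. Libraries of the same number share only the number. Across genes with a mean FPKM of at least 1, the correlation of their deviations from the group means was -0.21 to 0.22.

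The deconvolution scores moved under most alternatives, and the cause was not tested. Non-negative least squares gave 1.000 for aNSC in bFGF/EGF, 0.558 for astrocytes and 0.000 for both qNSC types in bFGF/BMP4, and 0.141 for aNSC and 0.497 for both qNSC types in BMP4. The log2 scale gave, in the same order, 0.851, 0.269, 0.291, 0.321 and 0.505. Random draws of 0.5 of the signature gave 0.917 for aNSC in bFGF/EGF and 0.214 for both qNSC types in bFGF/BMP4. Without quantile normalization, both qNSC types in BMP4 scored 0.749. With the shared genes left out, the qNSC score exceeded the astrocyte score by 0.31 in bFGF/BMP4 and 0.20 in BMP4.

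The time course clusters depended on the linkage, the scale and single libraries, and the cause was not tested. Average linkage gave 759 genes highest in bFGF/BMP4, 162 lowest there, 4837 highest in BMP4 with bFGF/BMP4 nearer to BMP4 and 0 with it nearer to bFGF/EGF. The log2 scale gave 1375 highest and 499 lowest in bFGF/BMP4, ward.D2 819 and 289. Complete linkage gave 2899 highest and 578 lowest in bFGF/BMP4, and 0 and 2826 highest in BMP4. Across the 9 fits that each left out one library, the ranges were 1013 to 2626 highest in bFGF/BMP4, 0 to 458 lowest there, 0 to 2500 highest in BMP4 with bFGF/BMP4 nearer to BMP4 and 1409 to 2648 with it nearer to bFGF/EGF. The first of these ranges has its ends without BMP4 replicate 2 and without bFGF/BMP4 replicate 2, and 458 came without BMP4 replicate 3. The number highest in BMP4 with bFGF/BMP4 nearer to BMP4 was 0 without bFGF/EGF replicate 2 and without bFGF/BMP4 replicate 2 or 3, and 2648 came without BMP4 replicate 2.

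Of the fixed lists, camera called 22 of 42 pairs of a list and a comparison, fry called 33, and camera with the correlation estimated for each list called 0. The log2 fold changes of Sox2 and Egfr in BMP4 compared with bFGF/BMP4 were both -0.01 and changed sign across the fits that each left out one library, from -0.07 to 0.07 and from -0.10 to 0.16. Dcx (1.82) lost its call in 7 of these fits, and its mean in BMP4 was 0.363 FPKM without replicate 1 against 0.904 with it. Over the named genes, 259 results were the same and 5 weaker, and over the fixed lists 63 were the same and 25 weaker.

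Among the 10 splits of 6 libraries, 1, the real one, gave as many genes in each of the 3 comparisons, and the others gave at most 4. For the cell cycle list in both comparisons and for both cilia lists it was also 1 of 10, and 10 splits cannot give a share under 0.05. For camera it was 2 of 10, and other splits called up to 23 lists, so these calls are weak evidence. For the time course, 1 of 100 splits drawn of 280 gave as many genes, the real one, and the highest other number was 4832. Thinning every library to the smallest left 2731 genes in BMP4 compared with bFGF/BMP4, and the scaling that moved the number more left 2615.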

Differences from the paper's values

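The alternatives ward.D2 and complete linkage were chosen after the values were seen, and no other test was. For cluster sizes and scores, a gap is called closed when the value came within 1.5 times the paper's or within the SD of the group's libraries. A closed gap can thus leave a difference.

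The paper's cluster highest in bFGF/BMP4 held 1339 genes against 2080 here, which pool 2 clusters of 1764 and 316 genes. The larger had median FPKM of 2.68 in bFGF/EGF, 8.31 in bFGF/BMP4 and 5.50 in BMP4, and by itself is within 1.5 times the paper's number. The smaller had medians of 7.23, 8.50 and 3.70 in the same order. The numbers of the alternatives also pool all clusters that were highest in bFGF/BMP4. Of the alternatives set before the data were examined, the log2 scale gave 1375, and leaving out one library gave 1293, 1908 and 1322 (bFGF/EGF replicates 1, 2 and 3), 1612 (bFGF/BMP4 replicate 1), and 1027, 1013 and 1260 (BMP4 replicates 1, 2 and 3), which are within 1.5 times the paper's number. Average linkage (759) and the fits without bFGF/BMP4 replicate 2 (2626) or 3 (2432) are not. The paper's cluster lowest in bFGF/BMP4 held 288 genes against 0 here, and the fits without bFGF/EGF replicate 2 (336), bFGF/BMP4 replicate 2 (198), BMP4 replicate 1 (273) or BMP4 replicate 2 (292) came within 1.5 times of it. Average linkage, the log2 scale and the other fits that left out one library did not, while ward.D2, chosen after seeing the values, gave 289. The paper's cluster that rises mainly in BMP4 held 889 genes against 1598 here, and none of the alternatives set before the data were examined closed the gap.

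In Figure 1D, read by eye, the paper's scores in bFGF/BMP4 were about 0.26 for qNSC1, about 0.32 for qNSC2 and about 0 for astrocytes, against 0.030, 0.091 and 0.422 here. The log2 scale closed the gap for qNSC2 (0.26), and none of the alternatives set before the data were examined did so for qNSC1 or astrocytes. In BMP4, the paper's scores were about 0 for qNSC2 and about 0.11 for astrocytes in Figure 1D, read by eye, against 0.132 and 0.182. Non-negative least squares came within the SD of the first (0.039), and the absence of quantile normalization came within 1.5 times of the second (0.161). The values here come from the part of the signature that was available.

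In Figures 1F,G, read by eye, the paper's ssGSEA scores were about 3.6 for astrocytes and about 4 for qNSCs in BMP4, against 13.38 and 13.74 here, and about 3.1 for astrocytes and about 3.6 for qNSCs in bFGF/BMP4, against 12.83 and 13.28. Ranking only genes with a mean FPKM of at least 0.1 brought the scores within 1.5 times the paper's, with 4.64, 4.99, 4.08 and 4.54 in the same order. Each stayed above the paper's score.

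In Supplementary Figure S2, read by eye, the paper's log2 fold change of Dnali1 was about 4.9 against 3.70 here, and limma-voom on rebuilt fragment numbers gave 4.74.

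The paper states that the qNSC and aNSC scores in bFGF/BMP4 were close, while here both qNSC types together scored 0.121 and aNSC 0.456. Of the motile cilia genes in Supplementary Figure S2, Cfap61, Dnah5, Dnah12 and Dnah11 were below the filter and were called without it. Kif6 was called with a pseudocount of 1 and with limma-voom, Trp63 with these and with no filter, and Six3 on the TPM scale, while Kif19a, Ttc12 and Dnal1 were called under none of the 8 alternatives run for these genes, none of which left out a library. Of the primary cilia genes, Wdr19 was called with a mean FPKM of at least 1 and with limma-voom, and Rpgrip1l with limma-voom.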

Other observations

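The tests of matched lists and of other cells for the synapse genes, and those of BMP/SMAD signaling and of Y-linked genes, were chosen after the result was seen, as was the use of the alternatives in the test of the marker scores.

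The rise of motile cilia genes in BMP4 was set against a share of ependymal cells. The 8 tested ependymal genes outside the motile cilia list were all higher in BMP4 than in bFGF/BMP4, with a median log2 fold change of 2.74. As a set they gave p = 4.7e-08 with camera of limma, which is not a permutation test. Of the 14 listed genes in the table, 3 (Tmem212, Sntn and Mia) were listed at 0 in BMP4, and 3 were at 1 FPKM or more in bFGF/EGF. Ependymal cells in the culture and a change of the NSCs toward such cells cannot be told apart, since both raise these genes.

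The synapse genes among those highest in bFGF/BMP4 were set against length, level and other cells. Of 10000 random lists matched on length and level, 0.39% held as many genes as the 9 found, with a mean of 3.1. In bFGF/BMP4 the highest mean of Pdgfra, Sox10, Mbp, Mog, Mag and Mobp was 0.134 FPKM. Other listed genes of the OPC and oligodendrocyte lists, which bFGF/EGF-treated NSCs express too, had their highest mean in bFGF/BMP4: Bcan (811 FPKM), Ptprz1 (175), Lhfpl3 (47.4) and Ugt8a (7.02). Neu4 of the OPC list was also highest in bFGF/BMP4, at 0.669 FPKM, but low in bFGF/EGF (0.0564) and BMP4 (0.0218). Of 14 OPC genes, 5 were in the time course clusters highest in bFGF/BMP4 (0.9 by size) and 1 was in the profile of the limma fit (0.3 by size). The highest mean of Stmn2, Snap25, Syt1, Nefl and Nefm was 1.2 FPKM, below the 3.83 FPKM of bFGF/EGF. These 5 were chosen from a neuron and neuroblast list of 22. Of its 16 tested genes, 3 were higher and 7 lower in bFGF/BMP4 than in bFGF/EGF at an adjusted p-value of at most 0.05 (limma). Among its other genes, Rbfox3 (1.57 FPKM) and Gad2 (0.967) had their highest mean in bFGF/BMP4. Dlx2 rose from 1.98 FPKM in bFGF/EGF to 7.53 in bFGF/BMP4. The matched lists argue against length and level as the whole cause. Neurons and the oligodendrocyte lineage are argued against as the whole cause by the low genes above, though not by the listed genes that rose. Astrocytes were not tested as a source and stay open: 5 of 17 mature astrocyte genes were in the same profile (0.3 by size, Fisher's exact test, adjusted p = 1.5e-04), with a larger odds ratio (20.5) than the synapse genes (4.79). The treatment stays open as a hypothesis. The synapse list as a set was not higher in bFGF/BMP4 than in BMP4 (camera adjusted p = 0.14).

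In the bFGF/EGF libraries the qNSC score already exceeded the astrocyte score, by 0.33, less than the 0.36 in BMP4 and the 0.45 in bFGF/BMP4. With the shared genes left out, with only genes of a mean FPKM of at least 0.1 ranked and with weight 1, the difference in bFGF/EGF was 0.86, 0.64 and 0.70, more than in both treated groups under the same settings. The sign of the difference is therefore not an effect of the treatments, and a property of the gene sets is a candidate explanation for it.

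The BMP/SMAD targets had a median log2 fold change of 0.57 in BMP4 compared with bFGF/BMP4, with 2 genes higher and 0 lower of 13 at the threshold used, 2 higher and 1 lower with the adjusted p-value alone, and 3 higher and 1 lower adjusted over the list alone. The mean was higher in BMP4 for all of the 13 but Nog, Atoh8 and Smad9. As a set, the list had adjusted p-values of 0.068 with camera and 0.026 with fry, both of limma. Whether stronger BMP/SMAD signaling without bFGF underlies the differences between these groups cannot be told apart from the loss of bFGF itself, since the treatments differ in bFGF and the tests of the list lie on both sides of the threshold.

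Xist was at 16.9 FPKM in BMP4 replicate 2 against 43.6 and 37.2 FPKM in replicates 1 and 3. Of 4 Y-linked genes, 3 had their highest FPKM in replicate 2 among the BMP4 libraries and Kdm5d was lowest there. For Uty this rested on the scaling, with 257 fragments in both replicates 2 and 3 (1.62 and 1.59 FPKM). A higher share of male cells in that library cannot be told apart from a lower level of Xist, with 1 library to go by.

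The lists of other cell types were compared between BMP4 and bFGF/BMP4. The median log2 fold change was -0.75 for 14 OPC genes (-1.0 with genes at the detection limit at their bound), 0.91 for 9 oligodendrocyte genes, 0.64 for 16 neuron and neuroblast genes (0.53 at the bound), -0.07 for 17 mature astrocyte genes (6 higher and 6 lower at the threshold used), 2.52 for 10 ependymal genes, 0.36 for 3 microglia genes and 1.42 for 5 vascular and mural genes. Compared with bFGF/EGF, the mature astrocyte genes had medians of 2.70 in bFGF/BMP4 and 2.36 in BMP4, with 12 higher and 4 lower and with 13 higher and 4 lower at an adjusted p-value of at most 0.05. In bFGF/EGF, 8 OPC, 4 oligodendrocyte, 10 neuron, 11 mature astrocyte, 3 ependymal, 1 microglia and 1 vascular genes were at 1 FPKM or more, and 1, 0, 3, 8, 2, 0 and 2 genes of these lists are also in another list.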
